# hUC-MSC-mediated recovery of subacute spinal cord injury through enhancing the pivotal subunits β3 and γ2 of the GABA_A_ receptor

**DOI:** 10.7150/thno.72015

**Published:** 2022-03-28

**Authors:** Tingting Cao, Huan Chen, Weiping Huang, Sisi Xu, Peilin Liu, Weiwei Zou, Mao Pang, Ying Xu, Xiaochun Bai, Bin Liu, Limin Rong, Zhong-Kai Cui, Mangmang Li

**Keywords:** spinal cord injury, human umbilical cord mesenchymal stem cells, transcriptome, γ-aminobutyric acid type A (GABA_A_) receptor, K^+^-Cl^⁻^ cotransporter 2

## Abstract

**Rationale:** Spinal cord injury (SCI) remains an incurable neurological disorder leading to permanent and profound neurologic deficits and disabilities. Human umbilical cord-derived mesenchymal stem cells (hUC-MSCs) are particularly appealing in SCI treatment to curtail damage, restore homeostasis and possible neural relay. However, the detailed mechanisms underlying hUC-MSC-mediated functional recovery of SCI have not been fully elucidated. The purpose of our current study is to identify novel therapeutic targets and depict the molecular mechanisms underlying the hUC-MSC-mediated recovery of subacute SCI.

**Methods:** Adult female rats suffering from subacute incomplete thoracic SCI were treated with intrathecal transplantation of hUC-MSCs. The beneficial effects of hUC-MSCs on SCI repair were evaluated by a series of behavioral analyses, motor evoked potentials (MEPs) recording of hindlimb and immunohistochemistry. We carried out extensive transcriptome comparative analyses of spinal cord tissues at the lesion site from the subacute phase of SCI (sub-SCI) either treated without (+PBS) or with hUC-MSCs (+MSC) at 0 (sub-SCI), 1, 2, and 4 weeks post-transplantation (wpt), as well as normal spinal cord segments of intact/sham rats (Intact). Adeno-associated virus (AAV)-mediated neuron-specific expression system was employed to functionally screen specific γ-aminobutyric acid type A receptor (GABA_A_R) subunits promoting the functional recovery of SCI *in vivo*. The mature cortical axon scrape assay and transplantation of genetically modified MSCs with either overexpression or knockdown of brain-derived neurotrophic factor (BDNF) were employed to demonstrate that hUC-MSCs ameliorated the reduction of GABA_A_R subunits in the injured spinal cord *via* BDNF secretion *in vitro* and *in vivo*, respectively.

**Results:** Comparative transcriptome analysis revealed the GABAergic synapse pathway is significantly enriched as a main target of hUC-MSC-activated genes in the injured spinal cord. Functional screening of the primary GABA_A_R subunits uncovered that Gabrb3 and Garbg2 harbored the motor and electrophysiological recovery-promoting competence. Moreover, targeting either of the two pivotal subunits β3 or γ2 in combination with/without the K^+^/Cl^-^ cotransporter 2 (KCC2) reinforced the therapeutic effects. Mechanistically, BDNF secreted by hUC-MSCs contributed to the upregulation of GABA_A_R subunits (β3 & γ2) and KCC2 in the injured neurons.

**Conclusions:** Our study identifies a novel mode for hUC-MSC-mediated locomotor recovery of SCI through synergistic upregulation of GABA_A_R β3 and γ2 along with KCC2 by BDNF secretion, indicating the significance of restoring the excitation/inhibition balance in the injured neurons for the reestablishment of neuronal circuits. This study also provides a potential combinatorial approach by targeting the pivotal subunit β3 or γ2 and KCC2, opening up possibilities for efficacious drug design.

## Introduction

The traumatic spinal cord injury (SCI) remains an incurable neurological disorder in clinics due to its complex pathophysiology. Poor understanding of the pathophysiologic and molecular mechanisms of SCI hampers the development of effective therapeutic strategies. To conquer the challenge, several recent studies have performed RNA-seq on injured spinal cords in animal models and analyzed the stage-associated pathological events at transcriptional levels 1-4. In particular, the synaptic transmission-related genes, including ion channels, neurotransmitter receptors, and axon/dendrite-related genes, are decreased right after SCI and remain low, indicating a permanent impairment of neurotransmission 1. Therefore, the ultimate objective of SCI research is to develop strategies to improve or restore the disrupted neural circuits. Recently, cell therapies, especially mesenchymal stem cell (MSC) transplantation, have garnered much attention due to various benefits, including immunomodulation, anti-inflammation, anti-apoptosis, axon regeneration, and remyelination 5, 6. Although the paracrine capacity of MSCs most likely contributes to their therapeutic effects, the targeting cell types of MSCs and detailed mechanisms have not been elucidated.

We previously characterized the dose effect of hUC-MSC transplantation on transcriptional regulation of 40 genes encoding main subunits of different ion channels and receptors in the injured spinal cord 7. Only the effective dosages could significantly reverse the decrease in all γ-aminobutyric acid (GABA) type A receptor (GABA_A_R) subunits caused by SCI. Our data demonstrated GABA_A_Rs were potentially therapeutic targets of hUC-MSCs in the injured spinal cord. GABA as well as glycine are the main inhibitory neurotransmitter of CNS, and primarily mediate fast inhibition. GABAergic transmission is mediated by GABA receptors which can be categorized into two major types based on their functions, ionotropic GABA_A_Rs and GABA_C_Rs, as well as metabotropic GABA_B_Rs 8, 9. GABA_A_Rs are heteropentameric ligand-gated chloride (Cl⁻)-permeable channels with different combinations of subunits encoded by at least 19 genes (α1-6, β1-3, γ1-3, δ, ε, θ, π, ρ1-3 and τ) in mammals 10. The binding of GABA to GABA_A_Rs opens the Cl⁻ channels. However, depolarizing or hyperpolarizing effect of GABA is also dependent on the intracellular Cl⁻ concentration ([Cl⁻]_i_), which is regulated by cation-chloride cotransporters (CCCs), including the K⁺-Cl⁻ cotransporter 2 (KCC2) and Na^+^-K^+^-2Cl⁻ cotransporter 1 (NKCC1) in CNS. Therefore, both the activities of GABA_A_Rs and CCCs are critical for the GABAergic inhibition. In healthy mature neurons, intracellular Cl⁻ is usually maintained at a low concentration because of the high expression of Cl⁻ extruder KCC2, enabling inhibition of hyperpolarizing GABAergic signaling 11. Recent advancements have indicated that KCC2 activity is involved in a number of diseases including epilepsy, schizophrenia, as well as neuropathic pain and impaired locomotor function following SCI 12. Functional coupling of GABA_A_Rs and KCC2 are able to shape GABAergic signaling and neuronal connectivity. Nonetheless, little is known about the effect of hUC-MSC transplantation on the regulation of GABA_A_Rs and KCC2 after SCI.

In order to identify novel therapeutic targets and depict the molecular mechanisms underlying the hUC-MSC-mediated recovery of subacute SCI, we carried out a time-course transcriptome analysis of spinal cord tissues at the lesion site from a subacute phase of SCI either treated without or with hUC-MSCs to screen the potential direct and/or indirect therapeutic targets of hUC-MSCs. Surprisingly, our results have identified that the restoration of GABA_A_R subunits β3 or γ2 in the injured spinal neurons leads to the functional recovery to an extent identical to KCC2. Furthermore, combinational treatment with either of these two subunits and KCC2 reinforced the therapeutic effects, opening up possibilities for efficacious drug design for SCI repair.

## Results

### hUC-MSC-activated and -repressed genes are functionally associated with neural regeneration and elimination of astrocytic scarring and inflammation

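Transcript levels were measured by RNA sequencing in spinal cord segments of 5 mm centered at the lesion. The 8 groups were Intact (intact or sham rats), sub-SCI (injured rats at the time of transplantation) and injured rats that received hUC-MSCs (+MSC) or vehicle (+PBS), taken 1, 2 or 4 weeks after transplantation (wpt). hUC-MSCs are human mesenchymal stem cells isolated from the umbilical cord. The 26 poly(A) RNA libraries comprised 4 Intact, 3 sub-SCI, 3 +PBS-1w, 2 +PBS-2w, 4 +PBS-4w, 3 +MSC-1w, 3 +MSC-2w and 4 +MSC-4w libraries, as the sample labels give them. The paper's methods instead give 2 repeats for +MSC-2w, and the labels were followed here. The authors trimmed the reads with Trim Galore and removed those that HISAT2 mapped to the human genome (GRCh38). They aligned the rest to the rat genome (Rnor6), kept proper pairs with samtools and counted them per gene with featureCounts. The deposited values are these raw read counts for 32883 Ensembl genes, without normalization, so the removal of human reads is already part of them. How many reads that step removed was not analysed here.
The total count per library ranged from 19496602 to 26813098 in Intact (median 22923782) and from 27697134 to 35403139 in sub-SCI (median 30345225). In the +PBS groups it ranged from 24391212 to 32946100 at 1 wpt (median 26296326), from 31007696 to 31459506 at 2 wpt (median 31233601) and from 21327390 to 28291215 at 4 wpt (median 24612426). In the +MSC groups the corresponding ranges were 24462279 to 33484347 (median 26021631), 19662677 to 24381819 (median 24217471) and 23353052 to 43468509 (median 26259375). The paper states the depth as at least 8 G of clean data per library. The values here rest on the counted reads. The log2 ratio of the total counts of +MSC to +PBS was 0.00, -0.46 and 0.24 at 1, 2 and 4 wpt (two-sided exact permutation test, p = 0.9, 0.1 and 0.429). At 2 wpt every +MSC library had a lower total than both +PBS libraries. The libraries labelled as replicate 1 deviated together from the other libraries in 7 of the 8 groups. That of +PBS-2w did so at most in part. Of the 17990 genes tested below, 337 were highest and 81 lowest in replicate 1 of all 8 groups, where chance alone gives 1.74 of each. Each group holds 1 of these libraries.
From the counts, 17990 genes passed edgeR's expression filter. They were tested in 1 model of all 26 libraries after TMM normalization, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A differentially expressed gene (DEG) had an absolute log2 fold change above 1 and an adjusted p under 0.01, the paper's thresholds. The paper names DESeq2 for this step, and DESeq2 was run as an alternative, both on all libraries and on the 2 groups of each comparison. The tests were also run on simulated counts in which 200 genes were changed by a log2 fold change of 2. At the group sizes of 1, 2 and 4 wpt, edgeR recovered 144, 131 and 156 of these genes with 3, 0 and 2 false calls. With DESeq2 on the 2 groups these were 160, 154 and 169 genes, with 27, 34 and 21 false calls. The simulated counts were drawn from edgeR's own fit, with 1 spread per gene shared by all groups. They held no batch and no outlying library, and smaller changes were not simulated. The setting is therefore the one edgeR assumes, and these numbers need not carry over to the data.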

To explore the molecular mechanisms underlying the therapeutic effects of hUC-MSC transplantation on subacute SCI and identify the possible direct and/or indirect targets of hUC-MSCs in the damaged spinal cord, we carried out extensive transcriptome analyses of spinal cord tissues at the lesion site from the subacute phase of SCI (sub-SCI) either treated without (+PBS) or with hUC-MSCs (+MSC) at 0 (sub-SCI), 1, 2 and 4 weeks post-transplantation (wpt), as well as comparable spinal cord segments of intact/sham rats (Intact) (Figure 1A). The survival of hUC-MSC xenografts in the rat spinal cord was monitored by *in vivo* imaging of lipophilic fluorescent dye-labeled MSCs (Figure S1A) and quantified by the amplification of human-specific gene *Xrcc5* at day 10 (d10) and day 20 (d20) post-transplantation (Figure S1B). The beneficial effects of hUC-MSCs were evaluated by a series of behavioral analyses at one-week interval for 4 weeks (Figure S1C) and motor evoked potentials (MEPs) recording of hindlimb at the endpoint (Figure S1D-E), both indicating the functional recovery based on the reestablishment of neuronal relay. It is worth noting that, to rule out the possible sequence contamination resulting from the residual hUC-MSCs in the rat spinal cord at 4 wpt, the clean reads were first mapped to the human reference genome to filter out the human reads, thereafter, the filtered non-human reads were further aligned to the rat reference genome in order to obtain the data generated from the rat spinal cord. Multiple pairwise comparisons were performed and total 7329 differentially expressed genes (DEGs) (with |log_2_FC| > 1 and adjusted *p* < 0.01) were identified based on three contrasts, sub-SCI *vs*. Intact, +PBS *vs*. Intact, and +MSC *vs.* +PBS at different time points. Both the principal component analysis (PCA) and unbiased hierarchical clustering of the top 5000 DEGs revealed that +MSC samples were clustered more closely to intact ones compared to that in the +PBS group, indicating hUC-MSC treatment reversed the SCI-associated gene signature toward that of intact spinal cord (Figure S1F-G).

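Injury gave the largest change in the libraries. Against Intact, 2981 genes were higher and 3151 lower in sub-SCI, 2436 higher and 2248 lower in +PBS-1w, 1591 higher and 1019 lower in +PBS-2w, and 2395 higher and 1923 lower in +PBS-4w. The smallest adjusted p-values between sub-SCI and Intact belonged to Ctsl, Ninj1 and Tgif1 among the higher genes, with log2 fold changes of 3.33, 3.08 and 2.96 (adjusted p = 3.97e-13 for each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the lower genes they belonged to Pygb, AABR07064804.1 and Fam151a, with -1.87, -1.78 and -2.34 (adjusted p = 8.99e-12, 1.4e-11 and 1.5e-11, same edgeR test). Between +MSC and +PBS, 0 genes were higher and 2 lower at 1 wpt, 0 and 0 at 2 wpt, and 89 and 0 at 4 wpt. At an unadjusted p under 0.05 the higher and lower genes numbered 1899 and 1320 at 1 wpt, 988 and 1231 at 2 wpt, and 2020 and 2028 at 4 wpt. The smallest adjusted p-value at 2 wpt was 0.159 in edgeR's test. The 7 comparisons together gave 7003 DEGs. With DESeq2 on the 2 groups they gave 7329, the same number as in the paper. DESeq2 on the 2 groups gave 231 higher and 114 lower genes in +MSC against +PBS at 1 wpt, 80 and 340 at 2 wpt, and 234 and 17 at 4 wpt, and DESeq2 on all libraries gave 30 and 40, 3 and 22, and 292 and 12. Of the 345, 420 and 251 DEGs of DESeq2 on the 2 groups, edgeR also called 2, 0 and 87, and every one of them had the same direction in the 2 tests. At 4 wpt the count rested on single libraries. Without +PBS-4w replicate 1 edgeR called 484 higher and 46 lower genes, and without +PBS-4w replicate 2 or +MSC-4w replicate 1 it called 3 higher genes. With a term for the replicate 1 libraries, chosen after the data were seen, edgeR called 0 higher and 3 lower genes at 1 wpt, 0 and 0 at 2 wpt and 112 and 0 at 4 wpt.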

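Each library was placed by its Euclidean distance to the mean of the Intact libraries, in log2 CPM (read counts scaled to the library total) over the 5000 DEGs with the smallest adjusted p. Over all genes tested, the first principal component held 46.65% of the variance. The distance was 174 ± 18.9 (SD, n = 3) in sub-SCI. It was 143 ± 15.5 (SD, n = 3) in +PBS-1w, 115 ± 20.7 (SD, n = 2) in +PBS-2w and 129 ± 6.67 (SD, n = 4) in +PBS-4w. In the +MSC groups it was 104 ± 4.21 (SD, n = 3), 84.6 ± 11.3 (SD, n = 3) and 93.2 ± 13.4 (SD, n = 4). The mean of the 3 weekly differences was -35.2, with every +MSC library nearer to Intact than every +PBS library of its week (two-sided exact permutation test within weeks, p = 7.14e-05, the smallest of 14000 regroupings, adjusted p = 0.000476 over 20 tests). Within single weeks the exact p was 0.1, 0.1 and 0.0286, in each case the smallest that the group sizes allow. With all genes in place of the 5000 the mean difference was -40.6. Among the libraries other than replicate 1 it was -37.2 over 1 and 4 wpt (exact permutation p = 0.0167, the smallest possible) and -7.66 at 2 wpt, where 1 +PBS library is left, against -30.6 with all libraries. With each +MSC or +PBS library left out in turn the mean difference over the 3 weeks stayed between -40.3 and -30.3.
Because the 5000 DEGs were chosen partly on the +MSC and +PBS libraries, each library was also projected on the axis from the sub-SCI mean (0) to the Intact mean (1) over the 6132 DEGs between those 2 groups. The +PBS libraries averaged 0.22 ± 0.0985 (SD, n = 3), 0.401 ± 0.127 (SD, n = 2) and 0.337 ± 0.0534 (SD, n = 4) at 1, 2 and 4 wpt. The +MSC libraries averaged 0.468 ± 0.0317 (SD, n = 3), 0.619 ± 0.0541 (SD, n = 3) and 0.549 ± 0.102 (SD, n = 4). The mean weekly difference was 0.226, and it reached the same exact permutation p as the distance. Among the libraries other than replicate 1 the difference was 0.22 over 1 and 4 wpt (exact permutation p = 0.0167) and 0.0932 at 2 wpt, against 0.217 with all libraries.

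**Figure D1:**
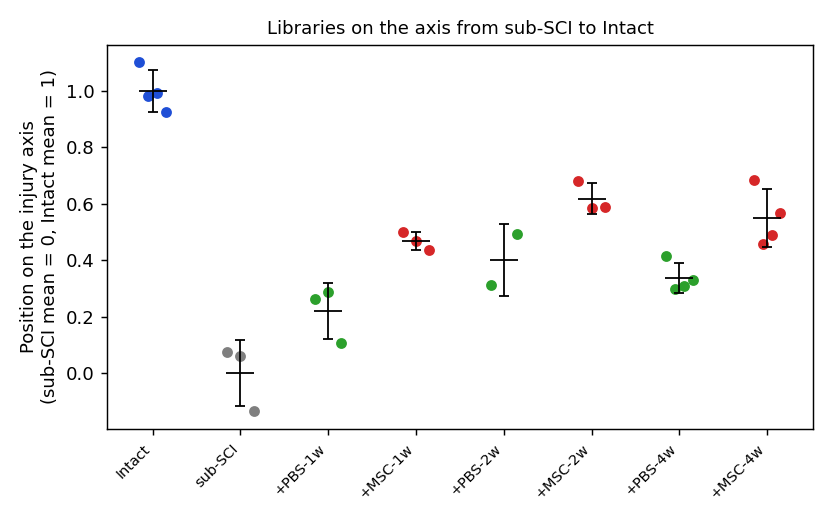
Position of each library (point) on the axis from sub-SCI to Intact, with the sub-SCI mean at 0 and the Intact mean at 1. Horizontal bars are group means and error bars SDs (n = 2 to 4). Every +MSC library lies above every +PBS library of its week, and the highest +MSC library, at 0.686, lies below the lowest Intact library, at 0.925.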

To further unravel the possible therapeutic targets of hUC-MSCs in the injured spinal cord, we performed the comprehensive comparisons to identify DEGs reversed by hUC-MSC transplantation (Figure 1A, bioinformatics). We defined the genes downregulated by SCI (+PBS* vs*. Intact) but upregulated by the MSC treatment (+MSC *vs*. +PBS) at different time points as hUC-MSC-activated genes, which may be associated with the normal physiological function of spinal cords and hUC-MSC-mediated recovery; and the genes upregulated by SCI (+PBS* vs*. Intact) but downregulated by MSC treatment (+MSC *vs*. +PBS) at different time points as hUC-MSC-repressed genes, which may be involved in pathological events induced by SCI. 

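With both criteria applied to edgeR's calls, hUC-MSC-activated genes numbered 0 at 1 wpt, 0 at 2 wpt and 88 at 4 wpt. The hUC-MSC-repressed genes numbered 2, 0 and 0. At 4 wpt, 98.9% of the DEGs higher in +MSC in edgeR's model were also DEGs lower in +PBS than in Intact. DESeq2 on all libraries gave 27, 3 and 284 activated and 39, 16 and 12 repressed genes. DESeq2 on the 2 groups of each comparison gave 225, 59 and 228 activated and 107, 174 and 16 repressed genes. The activated genes were 97.4%, 73.8% and 97.4% of its DEGs higher in +MSC, and the repressed genes 93.9%, 51.2% and 94.1% of its DEGs lower in +MSC. Leaving out +PBS-4w replicate 1 in edgeR's model gave 481 activated and 43 repressed genes at 4 wpt, of which 81 activated genes were among those called with all libraries. Leaving out +MSC-4w replicate 1 or +PBS-4w replicate 2 left 3 activated genes, and leaving out 1 Intact library left 40 to 54.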

A total of 224, 61, and 227 hUC-MSC-activated genes and 107, 173, and 16 hUC-MSC-repressed genes were identified at 1, 2, and 4 wpt, respectively, suggesting most of the MSC-reversed genes are associated with returning functional impairments to normal (Figure 1B). Using this approach, we identified 704 hUC-MSC-reversed genes, among which 429 (60.9%) were activated while 275 (39.1%) were repressed (Figure 1C, left). 

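Over the 3 time points, edgeR's calls gave 90 reversed genes, of which 97.8% were activated and 2.22% repressed. The repressed genes were Ninj1 and Htr2b, both at 1 wpt. Ninj1 (ENSRNOG00000016587) stood at 22.3 ± 2.1 CPM (SD, n = 4) in Intact, 120 ± 6.72 (SD, n = 3) in +PBS-1w and 59.2 ± 3.67 (SD, n = 3) in +MSC-1w, a log2 fold change of -1.02 between the last 2 groups (SE 0.131, adjusted p = 0.00212, edgeR's quasi-likelihood test). Htr2b (ENSRNOG00000017625) rose from 0.66 ± 0.135 CPM (SD, n = 4) in Intact to 23.8 ± 4.22 (SD, n = 3) in +PBS-1w and was 6.71 ± 0.518 (SD, n = 3) in +MSC-1w, a log2 fold change of -1.82 (SE 0.268, adjusted p = 0.00795, same edgeR test). None of the 10 fits without 1 of the Intact, +PBS-1w or +MSC-1w libraries kept both calls. Ninj1 kept its call in 5 of them, those without an Intact library and without +PBS-1w replicate 3, and Htr2b in 0. Of the 16 fits without a library of another group, 9 kept both. Among the activated genes, Rasgrp1, Mest and L1cam had the smallest adjusted p at 4 wpt, with log2 fold changes of 1.46, 1.36 and 1.15 against +PBS (SE 0.192, 0.179 and 0.142, adjusted p = 0.001 for each in edgeR's test). Rasgrp1 was 17.7 ± 2.84 CPM (SD, n = 4) in Intact, 4.52 ± 0.354 (SD, n = 4) in +PBS-4w and 12.4 ± 2.21 (SD, n = 4) in +MSC-4w. With DESeq2 on the 2 groups the reversed genes numbered 706, of which 429 (60.8%) were activated and 277 (39.2%) repressed.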

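The libraries were clustered on the log2 CPM of the reversed genes, by complete, average and Ward linkage. Over the 90 genes from edgeR's calls, the division into 2 clusters placed the 4 Intact libraries with all 10 +MSC libraries and +PBS-2w replicate 2, under each of the 3 linkages. The other cluster held the 3 sub-SCI libraries and the remaining +PBS libraries. Over the 706 genes that DESeq2 on the 2 groups gave, a gene set added after the data were seen, +PBS-4w replicate 1 joined the Intact cluster as well. At 4 clusters the Intact libraries stood alone in both gene sets and under every linkage. The genes were selected for a difference between +MSC and +PBS, so a division along that line follows in part from the selection.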

Unbiased hierarchical sample clustering demonstrated that the intact group clustered together with all three +MSC-2w samples and one +MSC-4w sample, whereas sub-SCI group was much closer to +PBS group than +MSC group. One +PBS-2w sample clustered with +MSC-2w as an outlier may represent better spontaneous recovery from certain individual. 

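The 2 +PBS-2w libraries lay apart. On the axis from sub-SCI to Intact, replicate 2 stood at 0.491 and replicate 1 at 0.311, while the +MSC-2w libraries stood between 0.586 and 0.681. The distance to the Intact mean was 100.6 for replicate 2, 129.9 for replicate 1 and between 71.6 and 91.3 for the +MSC-2w libraries. At more than 2 clusters, replicate 2 stayed in the cluster of all 10 +MSC libraries. Without replicate 1 the weekly difference in distance between +MSC-2w and +PBS-2w was -15.6, and without replicate 2 it was -45.7. From 2 libraries alone it cannot be told which of them lies off, but their spread can be set against the other groups. The SD of +PBS-2w on the axis was 0.127, against 0.117 in sub-SCI and 0.0317 to 0.102 in the rest. In distance it was 20.7, against 18.9 in sub-SCI and 4.21 to 15.5 in the rest. The spread of +PBS-2w was thus the largest, but close to that of sub-SCI.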

Gene Ontology (GO) enrichment analysis revealed that hUC-MSC-activated genes were involved in neurons/synaptic transmission, while hUC-MSC-repressed genes were involved in inflammatory response as well as glial scar formation, axonal degeneration and demyelination (Figure 1C, right and Table S1). 

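The paper's GO terms were not used here, and 13 fixed gene lists took their place. Of the activated genes from edgeR's calls, 4 were voltage-gated sodium and calcium channel subunits (Cacna2d2, Cacng2, Scn8a and Scn9a), against 0.132 expected from the genes tested (one-sided Fisher's exact test, adjusted p = 0.000224 over 26 tests). Activated genes are by definition genes lowered by injury, and counted only among those genes the expectation was 0.84 (adjusted p = 0.131, exact). No other list passed an adjusted p of 0.05, the next being the presynaptic vesicle genes with Sv2c and Syt2 (adjusted p = 0.0858, same exact test). The 2 repressed genes were in none of the lists. DESeq2's calls on the 2 groups moved this result most, to 6 lists, an alternative added after the data were seen. They held 13 presynaptic vesicle genes against 0.63 expected (Fisher's exact test, adjusted p = 1.41e-13) and 9 neuron markers against 0.378 (adjusted p = 1.79e-10, exact). Counted only among the genes lowered by injury, the expectations were 3.91 and 2.38 (adjusted p = 0.000274 and 0.000734, exact). Among its repressed genes were 3 fibroblast and scar matrix genes, Col1a1, Fn1 and Postn, against 0.228 expected (adjusted p = 0.00705, exact) or 1.28 among the genes raised by injury (adjusted p = 0.341, exact).
The lists were also tested over all their genes, called or not, by limma's camera test on log2 CPM. The 14 fibroblast and scar matrix genes were each lower in +MSC than in +PBS at every week, with median log2 fold changes of -1.00, -1.43 and -1.07 at 1, 2 and 4 wpt (camera, adjusted p = 9.54e-05, 5.49e-07 and 0.000689). Of the 12 inflammatory genes, 2, 2 and 3 were higher in +MSC, with medians of -0.50, -0.82 and -0.43 (camera, adjusted p = 0.0406, 0.00502 and 0.177). Adjusted over the list alone, 1 fibroblast and 1 inflammatory gene had an adjusted p under 0.05 at 1 wpt, against 0 and 0 over all genes tested. Camera used a preset correlation between genes and called 29 of 39 list-by-week tests at an adjusted p under 0.05. With the correlation estimated from the libraries it called 0. The fry test called 16, which were the GABA receptor and sodium and calcium channel lists at each week, the neuron marker, presynaptic, glycine receptor and glutamate receptor lists at 1 and 4 wpt, the astrocyte markers at 1 wpt and the inflammatory genes at 2 wpt.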

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed the top enriched signaling pathways for hUC-MSC-activated and -repressed genes are neuroactive ligand-receptor interaction (adjusted* p* = 2.52×10^-13^) and ECM-receptor interaction (adjusted* p* = 7.35×10^-5^), respectively (Table S1). These results indicated that the hUC-MSC-mediated restoration of spinal functions was mainly through anti-inflammation response, reducing glial scar formation, and maintaining neurotransmission to prevent the destruction of the neural circuits after SCI.

Next, we investigated the relationships between these two gene sets and two highly conserved gene coexpression modules of human spinal cord 13, *i.e.*, a neuronal module implicated in the synaptic transmission and a microglial and endothelial module related to inflammatory and wound responses, respectively. The venn diagrams showed that the hUC-MSC-activated and -repressed genes were significantly associated with the neuronal module (*p* = 1.19×10^-38^) and the microglial and endothelial module (*p* = 8.73×10^-9^), respectively (Figure 1D). Altogether, hUC-MSC-activated and -repressed genes are functionally over-represented the genes associated with the neuronal regeneration and inflammation/scar formation, respectively.

To further confirm that hUC-MSC-activated and -repressed genes exhibited distinct functions, we employed the Gene Set Enrichment Analysis (GSEA) for biological characterization of the hUC-MSC-reversed genes. We compared the hUC-MSC-activated and -repressed gene sets to the cell-type specific gene expression profiles of neurons, myelinating oligodendrocytes (MOs), astrocytes, microglia and endothelial cells 14, correlating with the phenotypic expression signature of neuronal protection and inflammation/scar formation. 

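Marker lists of 6 cell types were compared between +MSC and +PBS. All 15 neuron markers were higher in +MSC at each week, with median log2 fold changes of 0.94, 0.83 and 1.05 at 1, 2 and 4 wpt (limma's camera, adjusted p = 3.28e-08, 4.9e-06 and 3.52e-09 over 39 tests). Adjusted over the list alone, 11, 0 and 12 of them had an adjusted p under 0.05 in edgeR's test, against 0, 0 and 3 over all genes tested. With the correlation estimated from the libraries (0.772 for these markers), camera's adjusted p was 0.193, 0.248 and 0.191. The fry test gave adjusted p = 0.041, 0.129 and 0.0205. The camera values below also rest on the preset correlation, and with the estimated one 0 of the 39 tests passed. The oligodendrocyte markers were higher for 10, 9 and 10 of 12 genes, with medians of 0.38, 0.16 and 0.25 (camera, adjusted p = 0.00483, 0.508 and 0.202). The astrocyte markers were higher for 11, 10 and 8 of 12 genes, with medians of 0.45, 0.19 and 0.17 (camera, adjusted p = 0.00102, 0.22 and 0.16). The microglia and macrophage markers were higher for 0, 4 and 4 of 12 genes, with medians of -0.65, -0.14 and -0.05 (camera, adjusted p = 4.36e-05, 0.26 and 0.556). The endothelial markers were higher for 1 of 10 genes at each week, with a median of -0.28 at each (camera, adjusted p = 0.00927, 0.0174 and 0.0632). The Schwann cell markers were higher for 4, 0 and 0 of 8 genes, with medians of 0.01, -0.81 and -1.00 (camera, adjusted p = 0.323, 0.086 and 0.0467). After injury, the median in +PBS against Intact at 1 wpt was -1.92 for the neuron markers, -1.33 for the oligodendrocyte markers, -0.77 for the astrocyte markers and 3.26 for the microglia and macrophage markers.

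**Figure D2:**
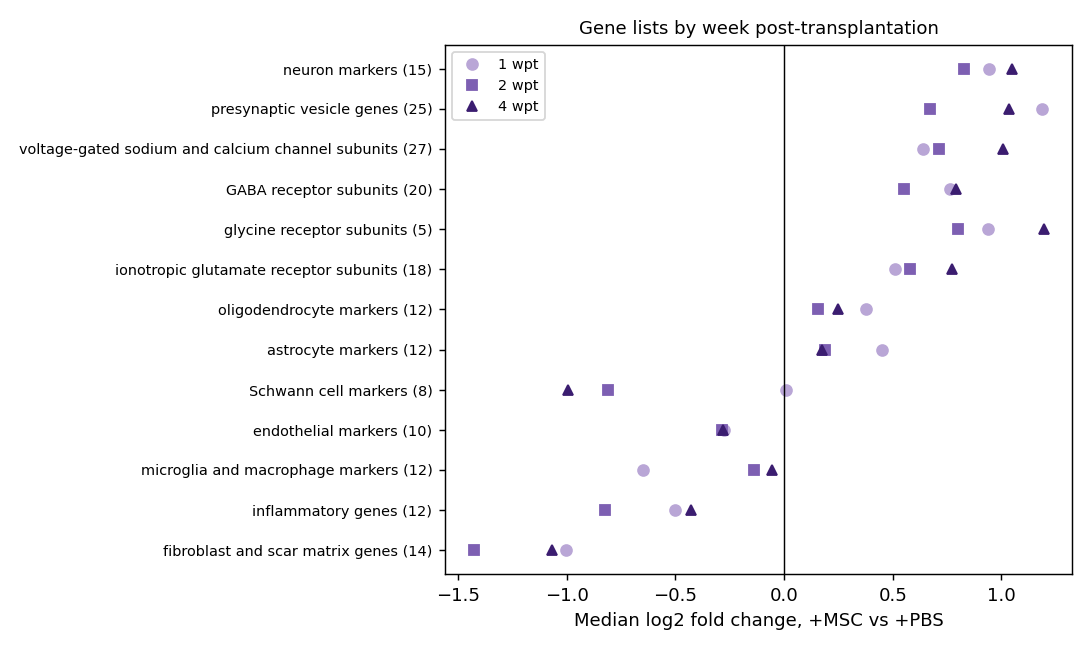
Median log2 fold change of +MSC against +PBS for each gene list (number of genes tested in parentheses) at 1, 2 and 4 wpt. The neuronal lists lie to the right of 0 at every week, the neuron markers at 0.94, 0.83 and 1.05, and the fibroblast and scar matrix genes lie to the left.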

As shown in Figure 1E, hUC-MSC-activated genes are significantly enriched in genes that expressed in the neurons and MOs, whereas hUC-MSC-repressed genes are highly associated with the genes predominantly expressed in astrocytes, microglia and endothelial cells. In summary, hUC-MSC-activated and -repressed genes are functionally segregated and associated with neuronal protection, inflammation and extracellular matrix/scar formation, respectively.

### The GABAergic synapse pathway is significantly enriched in hUC-MSC-activated genes in the injured spinal cord

In light of the extensively investigated gene expression profiles of pathological events after SCI, we particularly focused on the hUC-MSC-activated genes to explore the potential therapeutic targets of MSCs in the injured spinal cord. Intriguingly, among the significantly enriched GO terms activated by the hUC-MSC transplantation, many GABA receptor subunit genes were present, such as the ion channel complex (adjusted *p* = 2.93×10^-30^), GABAergic synapse (adjusted* p* = 6.68×10^-19^), and GABA-gated chloride ion channel activity (adjusted *p* = 4.58×10^-5^) (Table S2). 

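Of 21 listed GABA receptor subunit genes, 20 passed the expression filter. In +MSC against +PBS, 17, 19 and 18 of them were higher at 1, 2 and 4 wpt, with median log2 fold changes of 0.76, 0.55 and 0.79 (limma's camera, adjusted p = 3.04e-06, 1.46e-05 and 9.32e-07). Adjusted over the list alone, 8, 0 and 11 of the genes had an adjusted p under 0.05 in edgeR's test, against 0, 0 and 2 over all genes tested. With the correlation estimated from the libraries (0.219 for this list), camera's adjusted p was 0.191 at each week. The fry test gave adjusted p = 0.0161, 0.041 and 0.00704. Of the 20 genes, 15 were DEGs lower than Intact in at least 1 of the 3 +PBS groups. Gabbr2 (ENSRNOG00000008431) was the 1 subunit gene that met both criteria of an activated gene in edgeR's model, at 4 wpt, with a log2 fold change of 1.32 against +PBS (SE 0.252, adjusted p = 0.00715). It was 131 ± 14.8 CPM (SD, n = 4) in Intact, 24.9 ± 6.97 (SD, n = 4) in +PBS-4w and 62.2 ± 18.2 (SD, n = 4) in +MSC-4w. With DESeq2 on the 2 groups 6 subunit genes were called as activated at any week (among them Gabbr2, Gabra3 and Gabra5), and with DESeq2 on all libraries 2 (among them Gabbr2). Both called Slc12a5, the gene of KCC2. Without +PBS-4w replicate 1, edgeR called 4 (among them Gabbr2, Gabra3 and Gabra5) and Slc12a5. Gabrb2 was activated under none of the settings run. Its log2 fold changes in +MSC against +PBS were 1.20, 1.04 and 1.56 (adjusted p = 0.267, 0.509 and 0.0758, edgeR's test). Other neuronal families moved with the GABA receptor list. The medians were 1.19, 0.67 and 1.03 for 25 presynaptic vesicle genes, 0.64, 0.71 and 1.01 for 27 sodium and calcium channel subunits, 0.51, 0.58 and 0.77 for 18 ionotropic glutamate receptor subunits, and 0.94, 0.80 and 1.20 for 5 glycine receptor subunits. The largest camera adjusted p among these 4 families was 0.00502, with the preset correlation.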

We identified 12 GABA receptor subunits and KCC2 as hUC-MSC-activated genes (Figure 2A and Figure S2A), in which GABA_A_R subunits *Gabra1*, *Gabra3*, *Gabra5*, *Gabrb2*, *Gabrb3*, and *Gabrg2* are preponderant in the spinal cord 15. The role of GABA_A_Rs and GABAergic transmission in neuropathic pain and spasticity has been extensively investigated 16-18. However, their roles in promoting the functional recovery of SCI as a coordinator of KCC2 to maintain the excitation/inhibition (E/I) balance have been underappreciated in mammals. 

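Normalized counts in CPM are given for Gabra3, Gabra5 and the KCC2 gene Slc12a5, and some of the other candidate genes are not analysed here. Gabra3 (ENSRNOG00000056558) was 41.9 ± 7.30 CPM (SD, n = 4) in Intact and 3.66 ± 1.92 (SD, n = 3) in sub-SCI. It was 7.89 ± 1.66 (SD, n = 3), 11.0 ± 5.34 (SD, n = 2) and 9.13 ± 3.97 (SD, n = 4) in +PBS at 1, 2 and 4 wpt, and 17.3 ± 3.48 (SD, n = 3), 19.6 ± 6.38 (SD, n = 3) and 20.1 ± 5.78 (SD, n = 4) in +MSC. Its log2 fold changes in +MSC against +PBS were 1.13, 0.84 and 1.14 (SE 0.38, 0.428 and 0.329, adjusted p = 0.145, 0.43 and 0.0528, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gabra5 (ENSRNOG00000010803) fell from 49.5 ± 5.20 CPM (SD, n = 4) in Intact to 3.77 ± 2.70 (SD, n = 3) in sub-SCI. In +PBS it was 6.58 ± 1.74 (SD, n = 3), 12.8 ± 8.41 (SD, n = 2) and 10.2 ± 9.35 (SD, n = 4), and in +MSC 18.0 ± 4.43 (SD, n = 3), 26.3 ± 9.51 (SD, n = 3) and 24.0 ± 4.74 (SD, n = 4). The log2 fold changes of Gabra5 were 1.45, 1.04 and 1.23 (SE 0.542, 0.606 and 0.464, adjusted p = 0.175, 0.487 and 0.122, same edgeR test). Slc12a5 (ENSRNOG00000018111) was 428 ± 46.2 CPM (SD, n = 4) in Intact, 31.2 ± 18.2 (SD, n = 3) in sub-SCI, 78.5 ± 31.1 (SD, n = 4) in +PBS-4w and 198 ± 67.3 (SD, n = 4) in +MSC-4w. Against +PBS it rose by 1.27, 1.09 and 1.33 on the log2 scale (SE 0.408, 0.465 and 0.354, adjusted p = 0.13, 0.358 and 0.0365, same edgeR test). With single libraries left out, the values at 2 wpt ran from 0.41 to 1.44 for Gabra3, from 0.49 to 1.94 for Gabra5 and from 0.73 to 1.58 for Slc12a5, each lowest without +PBS-2w replicate 1 and highest without replicate 2. That of Gabra5 at 4 wpt ran from 0.96 to 2.08 (without +PBS-4w replicate 1). All 3 genes were DEGs lower in sub-SCI than in Intact, with log2 fold changes between -3.78 (Slc12a5) and -3.52 (Gabra3).
The 2-group DESeq2 fits placed Gabra3, Gabra5 and Slc12a5 past the thresholds at 1 wpt (adjusted p = 0.000951, 4.81e-05 and 0.00143) and Slc12a5 at 4 wpt (adjusted p = 0.00278). The +PBS-4w library numbered 1 had 24.1 CPM of Gabra5, against 4.02 to 6.42 in the other +PBS-4w libraries. Without it, Gabra3, Gabra5 and Slc12a5 passed the thresholds at 4 wpt (adjusted p = 0.00865, 0.00342 and 0.0075, edgeR's test).

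**Figure D3:**
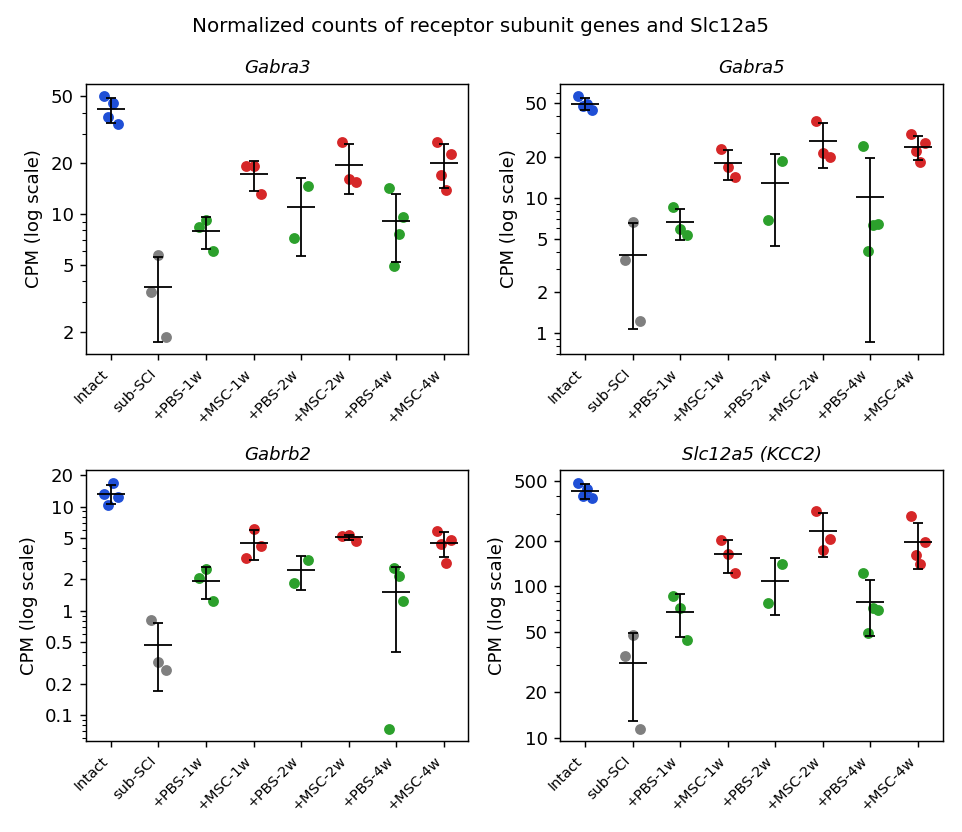
Normalized counts (CPM, log scale) of Gabra3, Gabra5, Gabrb2 and Slc12a5 in each library (points) by group, with the group mean (horizontal bar) and SD (error bar, n = 2 to 4). For Gabra3 the +MSC-4w mean is 20.1 CPM, the +PBS-4w mean 9.13 CPM and the Intact mean 41.9 CPM.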

Considering this, we selected *Gabra1*, *Gabra3*, *Gabra5*, *Gabrb3*, *Gabrg2* as candidate genes for further investigation, and *KCC2* served as a positive control (Figure 2A). First, the repression of these GABA_A_R genes by SCI and the reversal induction by hUC-MSC transplantation at different time points were validated by real-time qPCR (Figure 2B and Figure S2A) and Western blotting (Figure 2C). To further visualize the expression of GABA_A_R subunits in the injured spinal cord without or with hUC-MSC transplantation, we carried out the immunofluorescence (IF) staining to the spinal sections through the lesion epicenter (Figure 2D and Figure S2B). In the intact spinal cord, a widespread distribution of the five GABA_A_R subunits in the gray matter was observed, partially overlapping with the neuronal markers (NeuN and MAP2). KCC2 expression was mainly localized in dendrites and axons in the gray matter, but in dendrites penetrating the white matter other than cell soma. SCI caused a remarkable reduction of all subunits. In contrast, hUC-MSC transplantation partially rescued the decrease in GABA_A_R subunits as well as KCC2. Taken together, *GABA_A_Rs* as hUC-MSC-activated genes are highly enriched and act as potential targets of hUC-MSCs.

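A GABA receptor score, the mean log2 CPM of the 20 subunit genes tested, was 3.39 ± 0.0784 (SD, n = 4) in Intact and 1.36 ± 0.442 (SD, n = 3) in sub-SCI. It was 1.97 ± 0.34 (SD, n = 3), 2.35 ± 0.444 (SD, n = 2) and 2.07 ± 0.176 (SD, n = 4) in +PBS and 2.75 ± 0.071 (SD, n = 3), 3.02 ± 0.142 (SD, n = 3) and 2.89 ± 0.277 (SD, n = 4) in +MSC at 1, 2 and 4 wpt. Every +MSC library scored higher than every +PBS library of its week, with a mean weekly difference of 0.75 (two-sided exact permutation test within weeks, p = 7.14e-05, the smallest possible). Of the alternatives on all libraries, leaving out the low-count filter moved this difference most, to 0.71. With single +MSC or +PBS libraries left out it ran from 0.63 to 0.86. Among the libraries other than replicate 1 it was 0.76 over 1 and 4 wpt (exact permutation p = 0.0167, the smallest possible) and 0.26 at 2 wpt, against 0.67 with all libraries. A score of the 15 neuron markers rose by 1.07 (exact permutation, p = 0.000214), and the receptor score minus the neuron score changed by -0.32 (exact permutation, p = 0.0931). The receptor score minus the neuron score was lower in Intact (-5.43) than in sub-SCI (-4.66), so a move toward Intact lowers it. Among the activated genes of edgeR's model, the receptor list was not over-represented, with 1 gene against 0.0978 expected (Fisher's exact test, adjusted p = 0.608). Among those of DESeq2 on the 2 groups it had 6 genes against 0.504 expected (adjusted p = 4.61e-05, exact). Counted only among the genes lowered by injury, the expectation was 2.55 (adjusted p = 0.111, exact). The paper reasons from the lowering of these receptor genes after SCI, their rise after hUC-MSC transplantation and their place among the enriched terms (Fig. 2, Table S2). It also draws on qPCR, Western blotting and immunofluorescence of selected subunits (Fig. 2), which were not analysed here. It concludes that the GABA_A receptor genes are enriched among the activated genes and are potential targets of hUC-MSCs.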

### Bicuculline compromises the hUC-MSC-mediated functional recovery

Previous studies have shown that pharmacological targeting of GABA_A_Rs can alleviate neuropathic pain in a peripheral nerve injury model 19, yet no evidence has been provided regarding the role of any GABA_A_R subunit on hindlimb functional recovery in SCI rats. We first applied sustained administration of bicuculline, a competitive antagonist of GABA_A_Rs 20, either with or without hUC-MSC transplantation to assess the effects of GABA_A_Rs on hUC-MSC-mediated SCI repair. IF staining showed that the general expression levels and/or distributions of different GABA_A_R subunits were not obviously affected by bicuculline treatment at the epicenter (Figure 3A). The quantitative analysis of Western blotting also revealed that there was no significant difference in the protein levels of all GABA_A_R subunits between treatments with and without bicuculline under SCI or MSC transplantation conditions (Figure 3B-C). However, bicuculline administration significantly diminished the hUC-MSC-mediated improvement of locomotor function and MEP in SCI rats with barely any effect on the spontaneous recovery, suggesting the disturbing influence of GABA_A_R antagonist on the enhanced relay efficiency of spinal circuitry promoted by hUC-MSCs (Figure 3D-F). Altogether, our results demonstrate that the effects of hUC-MSC transplantation on functional recovery were restrained in the presence of bicuculline without affecting the protein levels of GABA_A_Rs.

### Overexpression of GABA_A_R subunits in neurons partially mimics the functional recovery mediated by hUC-MSC transplantation after SCI

Given that hUC-MSCs boosted the expression of GABA_A_R subunits in the injured spinal cord, while the GABA_A_R antagonist significantly attenuated hUC-MSC-mediated locomotor recovery, we hypothesized that targeting GABA_A_Rs could provide a feasible strategy for SCI repair. To test this hypothesis and gain further insights into the role of hUC-MSC-mediated GABA_A_R upregulation, we first tempted to clarify that overexpression of certain subunit *in vivo* could mimic the functional recovery mediated by hUC-MSCs. We employed the AAV-PHP.eB capsids developed by Gradinaru's group 21 to deliver a gene of interest under human synapsin 1 (hsyn1) promoter for highly efficient transduction of neurons throughout the rat spinal cord (Figure 4A). To distinguish the exogenous gene expression from the endogenous protein, each GABA_A_R subunit was HA-tagged at the C-terminal. The intrathecal AAV injection was performed at the L6 level of rat spinal cord one week after SCI. AAV-mRuby2 served as a negative control. The IF staining with both anti-HA and anti-GABA_A_R subunit antibodies was performed to verify the overexpression and distribution of each GABA_A_R subunit at the T2, T10 and L3 levels of rat spinal cords, representing the rostral, epicenter and caudal locations, respectively. Generally, a widespread expression pattern of the five GABA_A_R subunits in the gray matter was observed and no obvious differences in the signal intensity and distribution for each GABA_A_R subunit were detected between T2 and L3 levels of the intact spinal cord (Figure 4B, Intact panels). SCI caused the markedly downregulation of all subunits at the lesion epicenter and moderate decrease in caudal locations compared to the intact control (Figure 4B, SCI panels). The AAV treatment significantly increased the GABA_A_R subunit expression, especially in the region of soma and proximal dendrites of neurons compared to their original endogenous localization (Figure 4B, high magnification images). Western blotting also confirmed the successful overexpression of each subunit, to an extent of ~80% of the intact tissue and significantly higher than that of the MSC transplantation (Figure 4C-D). To monitor the locomotor activity of hindlimbs, we then performed weekly behavioral tests for 6 weeks post-treatment (Figure 4E). In five different GABA_A_R subunit-overexpressing groups, significantly higher BBB scores were observed only in the AAV-Gabrb3 and AAV-Gabrg2 groups as early as 3 weeks after injection compared to that of the AAV-mRuby2 control, which was one week later than that of MSC transplantation. The functional improvements of AAV-Gabrb3 and AAV-Gabrg2 were gradually increased to a less extent than that of hUC-MSCs at the endpoint, probably because 2-4 weeks were necessary for AAV to achieve a steady-state expression level. Consistent with the behavioral results, AAV-Gabrb3 and AAV-Gabrg2-treated SCI rats exhibited significant increment in MEP activity in hindlimb to the cortical stimulation compared to mRuby2 and three other subunits (Figure 4F-G). However, the extent of amplitude increment and latency decrement of MEP signals in SCI rats treated with Gabrb3 and Gabrg2 was significantly lower than that of MSC transplantation, indicating that the restoration of GABA_A_R subunit expression is one of the mechanisms underlying hUC-MSC-mediated functional recovery. Thus, the neuron-specific overexpression of GABA_A_R subunits β3 and γ2 counteract the SCI-induced depletion, leading to significant functional recovery to an extent less than hUC-MSCs. To the best of our knowledge, this study, for the first time, has established a connection between hUC-MSC-mediated locomotor recovery and the activity of GABA_A_Rs after SCI in mammals.

### Restoration of KCC2 expression in combination with GABA_A_Rs enhances the functional recovery

KCC2 is a crucial regulator of GABA-mediated hyperpolarization. In mature neurons, the increased expression of KCC2 leads to low [Cl^-^]_i_, which cooperates with GABA_A_R activation to allow Cl^-^ influx leading to hyperpolarization 11. A recent study has shown both pharmacological enhancement and exogeneous expression of KCC2 in inhibitory interneurons promote the functional recovery of mouse model with SCI through reactivating the spared dormant relay circuits 22. Considering that the hUC-MSC treatment also increased the expression of KCC2 in the injured spinal cord, and the two GABA_A_R subunits were both capable of improving hindlimb locomotor performance after SCI, it is plausible to speculate that their combinations could further benefit Cl⁻ homeostasis in neurons that may result in better neurological recovery. We used AAV injection to deliver Flag-tagged KCC2 alone or in combination with HA-tagged Gabrb3 and Gabrg2 in rats with sub-SCI, respectively, and assessed the outcomes among different groups. The results showed that endogenous KCC2 was mainly colocalized with Gabrb3 and Gabrg2 in dendrites and axons other than cell soma as shown before (Figure 5A, Intact panels). SCI dramatically depleted the expression of three proteins which was shown in SCI rats injected with AAV-mRuby2 (Figure 5A, AAV-mRuby2 panels). AAV-KCC2 distribution pattern was mostly the same as the endogenous KCC2, while with more signals in cell soma. The quantitative analysis of Western blotting showed that the individual or combinatorial AAV-mediated overexpression restored the expression of KCC2, Gabrb3, and Gabrg2 to the levels closer to the intact group (Figure 5B-C). Over 6 weeks after treatment, KCC2 overexpression alone demonstrated a similar extent of beneficial effects on locomotor (Figure 5D) and electrophysiological (Figure 5E-F) recoveries as two effective GABA_A_R subunits. When combined with either of the two GABA_A_R subunits, KCC2 showed superior effects than the individual overexpression (Figure 5D). Interestingly, both combinatorial treatments slightly but significantly shortened the latency without affecting the amplitude of MEP, compared to the individual treatment (Figure 5E-F), suggesting the pivotal role of synergistic cooperation of GABA_A_R subunits and KCC2 in maintaining the accurate neuronal E/I balance to facilitate the relay efficiency of spinal circuitry. No differences between the two combinatorial AAV treatments in terms of both behavioral and MEP signals were detected, indicating KCC2 holds similar effects on GABA_A_R subunit β3 and γ2. Thus, co-expression of GABA_A_R β3 or γ2 together with KCC2 contributes to better functional recovery of SCI, suggesting a synergistic effect of GABA_A_Rs and KCC2 on reducing the neuronal excitability is a powerful strategy to enhance responsiveness to descending inputs, and to promote functional recovery of severe SCI.

### BDNF secreted from hUC-MSCs contributes to the induction of GABA_A_Rs in mature neurons after axonal lesion *in vitro*

What is the mechanism of the hUC-MSC-mediated upregulation of GABA_A_R subunits after transplantation? BDNF is well-known to regulate GABA_A_R gene transcription and it is one of the major neurotrophic factors, secreted by MSCs to exert neuroprotection including preventing apoptosis and supporting axonal growth 23-25. To assess whether hUC-MSCs rescue the depletion of GABA_A_R subunits through BDNF secretion in mature neurons after injury, we conducted the mature cortical axon scrape assay at day 21 *in vitro* (DIV) and co-cultured injured neurons with hUC-MSCs in the presence or absence of BDNF knockdown for another 7 days (Figure S3A). The BDNF knockdown efficiency was confirmed in shluc and shBDNF lentiviral-transduced hUC-MSCs before the scrape assay at both the mRNA and protein levels (Figure S3B-C). The axon regeneration indicated by βIII-tubulin and the expression levels of GABA_A_R β3, γ2 and KCC2 were monitored by IF staining. As shown in Figure S3D, few cortical axons regenerated spontaneously 7 days after axotomy. 50 ng/ml recombinant human BDNF (rhBDNF) treatment, as the positive control, significantly increased cortical axon regeneration. hUC-MSCs promoted the axonal regeneration to a less extent than that of rhBDNF, whilst BDNF knockdown significantly abolished the regenerative effect (Figure S3D-E). The expression of Gabrb3, Gabrg2 and KCC2 was much more enhanced in the cell soma or dendrites in the non-scratched zone with rhBDNF and hUC-MSC treatments compared to that without MSC or MSC-shBDNF treatments, indicating the significant role of BDNF in restoration of decreased GABA_A_R subunits and KCC2 expression after the injury. Although hUC-MSCs promoting the axonal regeneration were demonstrated by more βIII-tubulin-positive axons in the scratched zone, the regenerated axons were GABA_A_R and KCC2 double-negative, probably because of the short synapse formation during the early stage of axon regrowth 26. Thus, hUC-MSC-mediated restoration of GABA_A_R and KCC2 expression in injured mature neurons could be attributed to the secretion of BDNF.

### BDNF secreted by hUC-MSCs partially rescues the decrease in GABA_A_R subunits and improves the functional recovery of SCI *in vivo*

To further prove that BDNF secreted by hUC-MSCs is capable of reversing the downregulation of GABA_A_R subunits and KCC2 in the injured spinal cord, we transplanted the SCI rats with genetically programmed hUC-MSCs with either overexpression (MSC-BDNF) or knockdown (MSC-shBDNF) of BDNF parallelly to their controls, *i.e.*, MSCs-empty vector (MSC-EV) or MSC-shLuc (Figure 6A-C and Figure S4). As expected, three MSC controls (MSC, MSC-EV, and MSC-shLuc) achieved similar effects on SCI repair. Compared to controls, BDNF overexpression further enhanced the therapeutic effects of hUC-MSCs which was significantly compromised by BDNF knockdown (Figure 6E-F). Notably, BDNF knockdown only significantly decreased the elevated amplitude without increasing the latency of MEP recordings compared to MSC controls, supporting that BDNF produced by hUC-MSCs promotes not only propriospinal relay connections but also neural regeneration. Therefore, BDNF secreted by hUC-MSCs ameliorates the reduction of GABA_A_R subunits as well as KCC2 in the injured spinal neurons and leads to superior locomotor performance after SCI.

## Discussion

Studies from our group and others have demonstrated the application of hUC-MSCs to facilitate the reestablishment of spinal circuit and functional recovery of incomplete SCI in animal models and humans 5, 6. It is generally acknowledged that the therapeutic effect of MSC transplantation for SCI is mainly based on their remarkable paracrine activity. However, few studies have focused on the spinal transcriptome from the perspective of hUC-MSC-mediated recovery to elucidate the molecular mechanisms, through which MSCs orchestrate the neural protective functions. The growing interest in unravelling the mechanisms of hUC-MSCs promoting SCI repair inspired us to conduct a time-course transcriptome analysis of spinal cord tissues at the lesion site from a subacute phase of SCI treated without or with hUC-MSCs. We screened hUC-MSC-reversed genes, which may represent the hUC-MSC-mediated recovery by comparing spinal cord transcriptomes with and without cell transplantation. Consistent with previous reports, hUC-MSC transplantation represses genes involved in the extracellular structure organization, leukocyte migration, response to wounding, and inflammation response, which may contribute to reducing glial scar formation and eliminating inflammation. Surprisingly, we have identified the GABAergic synapse pathway as one of the major targets of hUC-MSC-activated genes. Notably, several GABA_A_R subunit genes are highly induced in a hUC-MSC-dependent manner. The effect of hUC-MSCs on restoration of locomotor function can be attenuated by the daily injection of GABA_A_R antagonist, *i.e.,* bicuculline. Moreover, using an AAV-mediated *in vivo* overexpression approach, we have found that specific overexpression of Gabrb3 and Gabrg2 in neurons of the spinal cord leads to significant functional recovery in rats with subacute SCI. In addition, combinatorial overexpression of either the GABA_A_R subunits with KCC2 results in further improvement compared with the receptor subunit gene alone, suggesting the essential roles of neuronal Cl⁻ homeostasis and GABAergic inhibition mediated by the coordinated upregulation of KCC2 and GABA_A_Rs in SCI repair. Our results have introduced a brand-new mechanism in which hUC-MSCs synergistically upregulate GABA_A_Rs and KCC2 through BDNF secretion, to facilitate the reestablishment of spinal circuit after SCI.

Although several recent efforts have depicted the biological/pathological processes post-SCI at transcriptional levels through high-throughput sequencing 1-4, little is known on pivotal therapeutic targets for the restoration of impaired spinal function yet. To unravel the possible direct and/or indirect therapeutic targets of hUC-MSCs in the injured spinal cord, we compared the transcriptome of injured spinal cords treated with or without hUC-MSCs at various time points. Firstly, based on our studies, a few but detectable hUC-MSCs survived in the injured rat spinal cord at day 20 post-transplantation (Figure S1A-B) 27. To distinguish confounding reads of the residual hUC-MSCs from that of the rat spinal cord at 4 wpt, we mapped the clean reads to the human reference genome to filter out the human reads before alignment to the rat reference genome. Generally, less than 1% of the sequence reads of each library were aligned to the human genome and more than 85% of sequence reads produced by this double-genome alignment pipeline were rat sequences, suggesting limited survival of hUC-MSC xenografts in rats. Secondly, we used stringent criteria that genes with |log_2_FC| > 1 and adjusted *p* < 0.01 found by DESeq2 were considered as DEGs to obtain confidential targets. Furthermore, we did not perform simple comparisons between all treated groups (+PBS and +MSC) and the intact group but developed a comparative analysis strategy aimed to identify the possible spinal targets modulated by the hUC-MSC transplantation (Figure 1A). According to our results, most of the hUC-MSC-reversed genes, including both activated and repressed genes, were overlapped with SCI-regulated genes (Figure 1B), indicating the successful screening.

The Cl⁻ homeostasis and GABAergic system play important roles in maintaining spinal integrity and performance. Normal motor function depends on the GABAergic signaling in the spinal cord, and the rough pharmacological blockade of GABA_A_Rs by bicuculline treatment could disrupt motor function regardless of MSC-enhanced recovery. It is noteworthy that the dosage of bicuculline used in the current study was subthreshold for seizures according to the literature 28-30. Regarding bicuculline-induced convulsions, the subcutaneous doses of 1 mg/kg and 4 mg/kg achieved the time to maximum concentration (Tmax) of bicuculline concentration in the brain at 10- and 30-min post-injection in rats, respectively. The occurrence of convulsions was detected from immediateness until 110 min after drug injection, consistently with the pharmacokinetics of bicuculline 31. Therefore, the behavioral tests and the MEP recording carried out every week in this study were far beyond the response time course of bicuculline. Accordingly, we did not observe abated behavioral scores (Figure 3D) or cortical MEP signals (Figure 3E-F) of +PBS+bic group compared to that of the vehicle-treated group, suggesting the bicuculine administration and corresponding monitoring methods used in our study did not cause motor disturbances in rats with sub-SCI. However, the therapeutic effect of hUC-MSCs was attenuated in the presence of bicuculline (Figure 3). Therefore, the compromised MSC-mediated functional repair caused by the concomitant treatment of bicuculline may not be the consequence of bicuculline-induced seizures and/or spasticity in the hindlimbs but the specific inhibition on GABA_A_Rs.

Cl⁻ is one of the important anions in the mammalian CNS, and neuronal Cl⁻ homeostasis is crucial for the essential process involved in both neuronal signaling and cell survival 12, 32. The adequate regulation of [Cl⁻]_i_ is tightly associated with the accurate neuronal E/I balance, which is critical for precise descending propagation of the brain command signal. Thus, dysregulation of intracellular Cl⁻ interfering with neuronal excitability and neurotransmission is implicated in several neurological and psychiatric diseases. Given the great importance of both GABA_A_Rs and KCC2 in maintaining the E/I balance, several neurological and psychiatric disorders are associated with their deficiency, resulting in hyperexcitability of neuronal networks, such as epilepsy, neuropathic pain, posttraumatic spasticity, Huntington disease, schizophrenia and Rett syndrome 33-37. Maintenance of the E/I balance was achieved, either by pharmacologically targeting the activation of GABA_A_Rs, which could downregulate motoneuron hyperexcitability and diminish spasticity; or by rescuing KCC2 downregulation *via* NKCC1 antagonists, KCC2 enhancers, KCC2 expression and exercise 18, 38-41, with few studies concentrating on the effect of coordination between GABA_A_Rs and KCC2. Our results revealed that the specific overexpression of GABA_A_R subunit β3 or γ2 in the spinal neurons can favor locomotor network improvement to a similar extent as KCC2 expression, especially in combination with KCC2, facilitated the functional recovery of SCI, suggesting the restoration of the Cl⁻ homeostasis and GABAergic inhibition in neurons may play a pivotal role on neuronal signaling and cell survival across the spinal network after SCI. Functional recovery mediated by hUC-MSCs in SCI could at least be partially accounted for either eliminating the excitotoxic death of neurons or improving the impaired neurotransmission. However, the specific type of targeting neurons has not been elucidated in recent study due to the lack of transgenic rats. To figure out the types of propriospinal neurons and their inhibition responsible for hUC-MSC-mediated repair, we plan to overexpress GABA_A_R subunits and KCC2 in Vglut2-Cre, Vgat-Cre and Chat-Cre transgenic mice, which restrict the expression in excitatory neurons, inhibitory neurons, and motor neurons, respectively. Another unsolved issue in this study is the reason for that GABA_A_R subunits β3 and γ2 rather than α1, α3 or α5 improved the functional recovery of SCI, despite the hUC-MSC transplantation exhibits the upregulation of all those subunits. The differences in subunit composition determine the pharmacological and biophysical properties of the GABA_A_Rs. Structural studies have identified that β3 locates at the β+/α- interface of GABA binding site, whereas γ2 at the α+/γ- interface of benzodiazepine binding site 42. Whether the subunit positioning contributes to the integrity of the receptor remains unclarified. It has been reported that the β3 subunit plays important roles in maintaining inhibitory tone in β1-β3 triple knockout neurons 43. The γ2 subunit, which contributes to receptors involved in both phasic and tonic inhibition, is required for receptor clustering and maintenance 44-46, and interacting with GABA receptor associated proteins 47. Further dissections of how the specific subunit perturbs GABAergic inhibition are guaranteed in our future study.

Our results revealed a novel mode of hUC-MSC transplantation that specifically targeting the reactivation of GABA_A_R subunits β3 and γ2 in combination with KCC2 in spinal neurons to facilitate the functional recovery of SCI (Figure 7). SCI downregulates the KCC2 expression, leading to an increase in [Cl⁻]_i_, which could restore an immature neuron state with the functional transition of GABA_A_R activation from hyperpolarization to depolarization 48. Thereafter, this depolarization activates Ca^2+^ influx through voltage-gated calcium channels (VGCC) and induces BDNF, which in turn increases the expression and cell surface presence of GABA_A_Rs *via* the transcriptional and posttranslational regulations 49, 50. Although BDNF downregulates the KCC2 expression in healthy mature neurons, it upregulates KCC2 in injured neurons through increasing the GABA_A_-mediated [Ca^2+^]_i_ 51. Thus, the injured CNS tends to transit from the initial developmental state after injury to a physiologically mature state to reestablish the E/I balance and the relay circuit partially through BDNF. In light of this, transplantation of hUC-MSCs provides the injured spinal cord an extra supply of BDNF 25, 52, 53, which along with endogenous BDNF promote the restoration of GABA_A_Rs and KCC2. Therefore, our findings not only unravel the underlying mechanism of hUC-MSC therapy, but also put forward the possibility of pharmacologically targeting the specific GABA_A_R subunit for SCI treatment.

## Materials and Methods

### Ethics statement

Animal experiments were conducted in strict accordance with protocols and guidelines approved by the Institutional Animal Care and Use Committee of Southern Medical University (K2018018). The use of hUC-MSC was approved by the Stem Cell Clinical Trials Ethics Committee of the Third Affiliated Hospital of Sun Yat-sen University. All procedures using primary human cells were under the supervision of Cell-gene Therapy Translational Medicine Research Center in the Third Affiliated Hospital of Sun Yat-sen University.

### Plasmid construction

A double-stranded DNA fragment containing 3×Flag and 3×HA tags was synthesized commercially. 3×HA sequence was RCR amplified using the following primer set, 3×HA-Fwd: 5'- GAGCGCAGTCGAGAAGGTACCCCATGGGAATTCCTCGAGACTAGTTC-3' and 3×HA-Rev: 5'-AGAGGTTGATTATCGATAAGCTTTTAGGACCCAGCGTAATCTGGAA-3' and recombined into linearized pAAV-hSyn1-mRuby2 (Addgene, #99126) with KpnI/HindIII double-digestion to generate pAAV-hSyn1-3×HA. The same strategy was applied to replace mRuby2 with 3×Flag to generate pAAV-hSyn1-3×Flag, using the following primers, 3×Flag-Fwd: 5'-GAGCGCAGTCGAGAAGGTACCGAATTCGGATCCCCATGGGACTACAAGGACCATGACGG-3' and 3×Flag-Rev: 5'-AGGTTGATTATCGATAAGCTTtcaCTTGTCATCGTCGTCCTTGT-3'. Rat Gabra1, Gabra3, Gabra5, Gabrb3, Gabrg2 and Kcc2 cDNAs were cloned from the rat spinal cord. Cloning primers were listed in Table S4. The pAAV-hSyn1-Gabra1-3×HA, pAAV-hSyn1-Gabra3-3×HA, pAAV-hSyn1-Gabra5-3×HA, pAAV-hSyn1-Gabrb3-3×HA and pAAV-hSyn1-Gabrg2-3×HA vectors were generated by insertion of each cDNA into pAAV-hSyn1-3×HA linearized by KpnI/BamHI, respectively. Whereas Kcc2 was cloned into pAAV-hSyn1-3×Flag, with tag fusing to its C-terminal.

### Cell culture

The hUC-MSCs isolated from umbilical cords 54 were maintained in growth medium (DMEM (Corning, USA) containing 10% FBS, 1% glutamine, 1% MEM-NEAA, 20 ng/ml recombinant human bFGF (Genescript, Z02734-1) and 1× penicillin/streptomycin (Corning, 30-002-CI-100ml)) and passaged every 2 days. The characteristics of each cell batch were qualified before intrathecal transplantation. Details were provided in SI Materials and Methods. The passage number of hUC-MSCs used for transplantation in this study was lower than 5.

### Rat models of the subacute incomplete thoracic SCI and intrathecal hUC-MSC transplantation

250 g adult female Sprague-Dawley rats at the age of ~2 months were used in this study. The rat models of subacute incomplete SCI at the thoracic level were constructed and hUC-MSCs were administered intrathecally as previously described 7, 55. Briefly, the rats were allowed to acclimatize to the housing facility for at least 3 days before the experiment. All the animals were randomly grouped and intraperitoneally anesthetized with 1% pentobarbital sodium (25 mg/kg, Fluka, USA). A T9-T11 laminectomy was performed to expose the spinal cord at the thoracic level. The compression injury in the rat spinal cord was generated by an aneurysm clip (Sugita, Japan) with the clamping force of 60 *g* at T10 for 1 min. After surgery, animals received intramuscular injection of penicillin (50,000 unit/kg/day; Jusheng, PRC) for 3 days. Manual micturition and nursing care were applied twice daily to prevent associated complications. hUC-MSCs transplantation was performed at day 7 post injury (sub-SCI). Intrathecal administration of either 1×10^6^ cells/kg of hUC-MSCs (+MSC) or PBS (+PBS) at the lumbar spinal cord was performed using a micro-injection pump (R404, RWD, PRC). To suppress immunological rejection, rats were subcutaneously administered with cyclosporin A (10 mg/kg, Cyonse, PRC) daily over the entire experimental period. In this study, all rodents were routinely followed up for 30 days after intrathecal transplantation.

### Behavioral experiments

Locomotor function was evaluated weekly by two experienced examiners in a blinded fashion using a series of behavioral tests, including the Basso, Beattie and Bresnahan (BBB) scale, beam walk and Rivlin test, which were detailed previously. For all 3 measurements, we carried out three biological replicates for all groups (n = 4/group/replicate).

### Motor evoked potential (MEP) recording

MEP recording was performed as previously described. In brief, 6 rats from each group were randomly selected at the endpoint of the experiment (n = 2/group/replicate). Anesthetized animals were fixed in a stereotaxic apparatus and their motor cortices were exposed. Stimulating electrode was placed in the representative hindlimb area of the right motor cortex, and the recording electrode was inserted into the gastrocnemius muscle of the contralateral hindlimbs. MEP signals were acquired using the BL-420 A/F Data Acquisition Analysis System (TAIMENG SOFTWARE, Chengdu, China) with the electrical stimulation parameters as follows, 10 V, 1 ms pulse width, 50 ms and 10 Hz frequency. The amplitude (mV) and latency (ms) were obtained.

### RNA-Seq and data analysis

5-mm spinal cord segments centered at the epicenter from rats with different treatments were collected for total RNA extraction. Total RNAs were sent to Novogene for library construction and high-throughput sequencing. Briefly, sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) from RNAs with poly (A) tails that purified by poly-T oligo-attached magnetic beads. The library quality was assessed on the Agilent Bioanalyzer 2100 system. Libraries were sequenced on Illumina Hiseq platform to generate totally at least 8 G clean data/library with 150 bp paired-end reads. We sequenced total 26 libraries, including three biological replicates for each condition, besides four repeats for Intact, +MSC-4w and +PBS-4w groups, and two repeats for +MSC-2w group. Clean data were obtained by using the Trim Galore (v0.5.0) to remove reads containing adapter, ploy-N and low-quality reads (Q < 30). The remaining reads were then mapped to reference genome using the Hisat2 (v2.1.0). To filter out the reads that might generate from the residual hUC-MSCs in the rat spinal cord, the clean reads were firstly mapped to the human reference genome (GRCh38). Then, the filtered non-human reads were further aligned to the rat reference genome (Rnor6) to obtain the data generated from the rat spinal cord. Using the Samtools (v1.9) with the parameter -f 2, reads mapped in the proper pair were extracted. For downstream analyses, the reads number and TPM (Transcripts Per Million) value for each gene were calculated by featureCounts (v1.6.4) and StringTie (v1.3.5), respectively.

### Differential gene expression analysis

RNA-seq differential expression analysis was performed using the DESeq2 (v1.24.0) R package. Transcripts with |log_2_FC| > 1 and adjusted *p*-value < 0.01 were considered as differentially expressed genes (DEGs). DEGs were identified based on three contrasts, sub-SCI *vs*. Intact, +PBS *vs*. Intact, and +MSC *vs*. +PBS at different time points.

### Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis

GO and KEGG analyses of DEGs were conducted using the clusterProfiler (v3.12.0) R package. GO terms, including the biological process (BP), molecular function (MF), and cellular component (CC) were investigated. The adjusted *p*-value < 0.05 was considered significantly enriched.

### Sample clustering

The top 5000 DEGs in DEGs List as mentioned above, were used to perform the Z-Score normalization. Then, we used the ComplexHeatmap (v2.0.0) 56 to draw the heatmap with the ward.D cluster method.

### Gene Set Enrichment Analysis (GSEA)

GSEA was performed using the GSEA software (v2.07) 57. The gene expression profiles of neurons, astrocytes, myelinating oligodendrocytes (MOs), microglia and endothelial cells were retrieved from GSE52564. Both MSC-repressed genes and MSC-activated genes were tested. We permutated the gene set for 1000 times rather than permutating the phenotype as the sample number is small.

### Venn diagram

hUC-MSC-activated and -repressed genes were used to overlap with consensus signature modules derived from Squair et al. 13. Venn diagrams were generated by ggplot2 (v3.2.1) and the *p* value was calculated by hypergeometric test.

### RT and quantitative real-time PCR

Briefly, total RNA from spinal cord segments was extracted with the TRIzol^®^ Reagent (Thermo fisher, 15596018). 1 ug of total RNA was converted into cDNA using the reverse transcription system (Thermo fisher, 4311235). Real-time PCR reactions were performed in triplicates using the SYBR Green PCR Master Mix (Yeasen, 11203ES08) on the StepOnePlus™ system (Applied Biosystems). The internal control was 28S rRNA. Real-time PCR primers used in this study were listed in the Table S4.

### Western blotting

Western blot analysis was performed as described before 58. Spinal cord segments were lysed in RIPA buffer (150 mM NaCl, 50 mM Tris-HCl pH 8.0, 5 mM EDTA, 1% Triton X-100, 0.1% SDS, 1% sodium deoxycholate, 1 mM PMSF, 5 mg/mL leupeptin (Roche, 11034626001), 5 mg/mL pepstatin (Roche, 11524488001), and 10 mg/mL aprotinin (Roche, 11583794001)). 50-100 μg of total proteins was separated on an SDS-PAGE gel and transferred onto nitrocellulose (NC) blotting membranes (GE, 1060001). The membrane was blocked in PBST (1× PBS with 0.05% Tween 20) plus 5% milk for 1 h at room temperature. After blocking, the membrane was incubated with primary antibodies, and then with the horseradish peroxidase (HRP)-coupled secondary antibody, and signals were developed using Western Lightning Plus ECL (Perkinelmer, NEL105001EA).

### Immunofluorescence (IF) staining and confocal microscopy

At the endpoint of the experiment, whole spinal cords were rapidly removed from the anesthetized rats and placed into ice-cold saline. The ~3-cm spinal cord centered at the T10 injury site was evenly divided into three segments, 1-cm tissue centered on the injury epicenter, 1-cm tissue rostral and 1-cm tissue caudal to the epicenter. Sections (20-μm thick) were cut and stained with primary antibodies overnight followed by incubation with the secondary antibody. Antibodies used for Immunofluorescence staining were listed in Table S3. Cell nuclei were stained with DAPI (Sigma, D9542-10MG). Transverse sections of spinal cords were photographed on the Zeiss AXIO scope A1 for both low (2.5x) and high magnification (20x) images. ImageJ software (Version 1.8.0) was used to quantify fluorescence intensity of different proteins.

### Bicuculline treatment

Rats with the subacute SCI were randomly assigned into four treatment groups, +PBS, +PBS+bicuculline, +MSC, and +MSC+bicuculline. Animals received either a control vehicle solution (sesame oil + 10% DMSO) or bicuculline (3.5 mg/kg; MCE, HY-N0219) combined without or with hUC-MSC transplantation. The day after hUC-MSC administration, all drugs were administered *via* daily subcutaneous injections in the scruff of the neck over the entire experimental period. Behavioral tests and MEP recording every week were carried out prior to the daily administration of bicuculline.

### Adeno-associated virus (AAV) production and intrathecal injection

The production of AAV was performed according to the protocol developed by Chillis et al. 21. Briefly, 293t cells were transfected with 3 plasmids, i.e., pAAV, pUCmini-iCAP-PHP.eB (Addgene, #103005) and pHelper (ZoomaBio, ZK736), at the ratio of 1:4:2. We transfected 40 µg of total DNA (5.7 µg of pAAV, 22.8 µg of pUCmini-iCAP-PHP.eB, and 11.4 µg of pHelper) into 293t cells in a 150-mm dish. The medium was changed 12 h after transfection. The medium containing AAV was collected at 72 h and 120 h post-transfection, respectively, and the cells were collected as well at 120 h post-transfection. AAV particles were released from cells by Salt-active nuclease (SAN; ArcticZymes, 70910-202) digestion and precipitated with particles in the supernatant medium together using PEG8000 (Sigma, 89510-1KG-F). AAV particles were further purified by ultracentrifugation in the iodixanol density gradient at 350,000 g for 2 h at 18 °C. Amicon Ultra-15 centrifugal filter devices (Millipore, UFC910024) were used to concentrate the virus in 500-ul DPBS. The virus titer was determined by real-time PCR using the following primers, WPRE-forward: 5'-GGCTGTTGGGCACTGACAAT-3'; WPRE-reverse: 5'-CCGAAGGGACGTAGCAGAAG-3'; hGH polyA-forward: 5'-GTGCCCACCAGCCTTGTC-3'; hGH polyA-reverse: 5'-TGTCTTCCCAACTTGCCCCTT-3'. The optimal dose for transducing spinal cord neurons of adult rats through intrathecal AAV administration was determined before overexpression (data not shown). The intrathecal viral injections of 5×10^12^ vg AAV particles in 40-ul DPBS were applied to the spinal cord of rats (200-250 g) with the subacute SCI at L5-L6 level by using a micro-injection pump (RWD, R404) at the rate of 6 μl/min.

### Lentivirus-based BDNF knockdown and overexpression in hUC-MSCs

Lentivirus was generated according to our previous protocol 58. Briefly, shRNAs targeting luciferase and human BDNF were cloned into the pLKO.1 vector (Addgene, #8453). The coding sequence of rat BDNF was cloned into lentiviral expression vector pLVX-IRES-puro (632183, Clontech) under the CMV promoter to generate pLVX-BDNF, and the empty vector (EV) was used as a negative control. The sequences of the shRNAs and primers for cloning BDNF from the rat brain were listed in Table S4. The lentiviral vectors were co-transfected with the packaging vectors, pCMV-deltaR8 (Addgene, #12263) and pCMV-VsVg (Addgene, #8454) into LentiX-293T cells to generate virus. Culture medium containing viruses was collected at 48 h and 72 h after the transfection, respectively. Transduced hUC-MSCs were selected with 2 μg/ml puromycin (Sigma) for 2 days. The knockdown and overexpression efficiency were validated by real-time PCR and Western blotting.

### Statistical analysis

Data are presented as mean ± SEM. One-way or Two-way ANOVA was performed to determine statistical significance between groups in experiments. For all analyses, significance was defined as † or *p < 0.05; †† or **p < 0.01; ††† or ***p < 0.001; *††††* or ****p < 0.0001; n.s.^#^ or n.s., not significant.

**Accession numbers.** The accession number for the RNA-seq data reported in this paper is GEO: GSE178564.

## Supplementary Material

Supplementary methods, figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
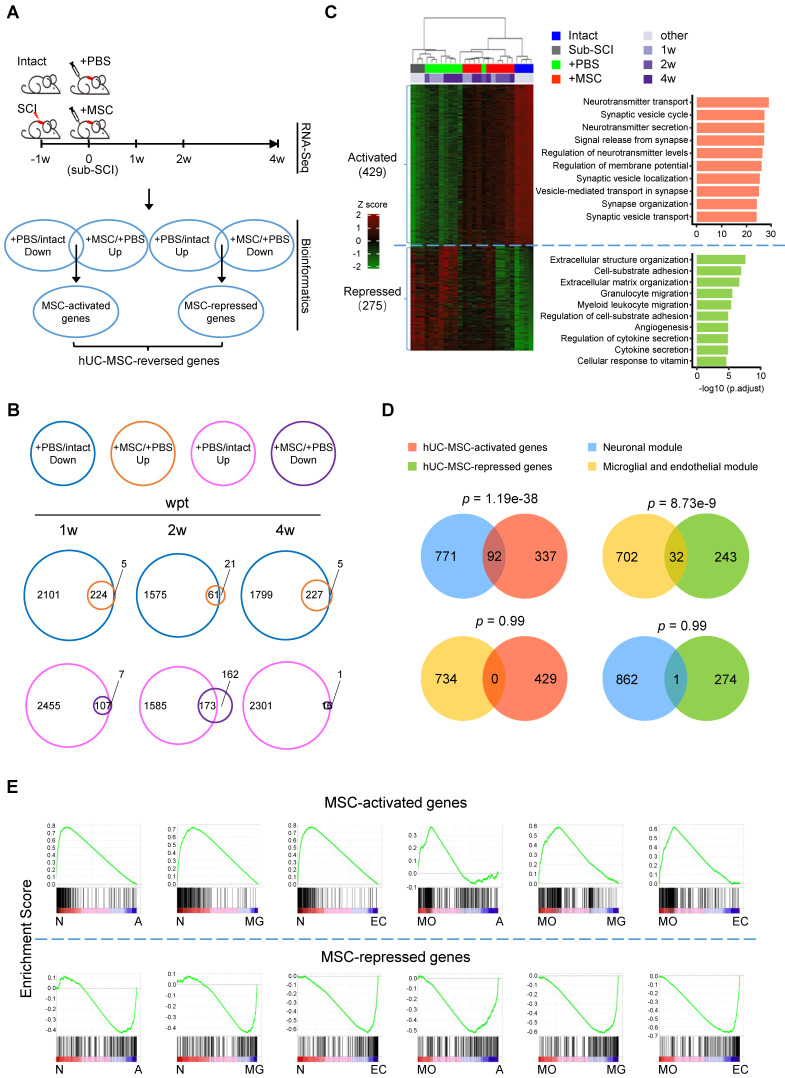
**Comparative transcriptome analysis identifies hUC-MSC-reversed genes in the injured spinal cord.** (A) The experimental design for spinal cord transcriptome screen for hUC-MSC-reversed transcripts in rat models with subacute SCI (sub-SCI) treated with or without hUC-MSCs. The incomplete thoracic SCI was performed one week (-1w) before the hUC-MSC transplantation (0w), and 5-mm spinal cords centered at the lesion site from indicated groups were sampled for RNA-sequencing at 1w, 2w, and 4w post-transplantation. Intact, normal rats; sub-SCI, rats with subacute SCI; +PBS, rats with sub-SCI intrathecally injected with phosphate-buffered saline (PBS); +MSC, rats with sub-SCI transplanted with hUC-MSCs. (B) Venn diagrams showing the number of hUC-MSC-reversed transcripts at 1, 2, and 4 wpt, respectively. The overlap between genes downregulated by SCI (blue circle) and genes upregulated by MSC transplantation (orange circle) represents the hUC-MSC-activated genes (top). The overlap between genes upregulated by SCI (carmine circle) and genes downregulated by the MSC transplantation (purple circle) represents the hUC-MSC-reversed genes (bottom). (C) Hierarchical clustering based on the 704 hUC-MSC-reversed DEGs among all 26 samples. Genes are rank-ordered by the expression variances shown by z-score (represented by a color bar on the left side). (Right) The top ten biological processes for the hUC-MSC-activated (red) and -repressed (green) genes ranked by adjusted *p* value. (D) Venn diagram showing the overlap between hUC-MSC-activated (red) and -repressed genes (green) and neuronal module (blue) and microglial and endothelial module (orange). (E) Gene Set Enrichment Analysis (GSEA) showing the association of the hUC-MSC-activated and -repressed genes with the genes highly expressed in neurons (N), myelinating oligodendrocytes (MO), astrocytes (A), microglia (MG) as well as endothelial cells (EC), respectively.

**Figure 2:**
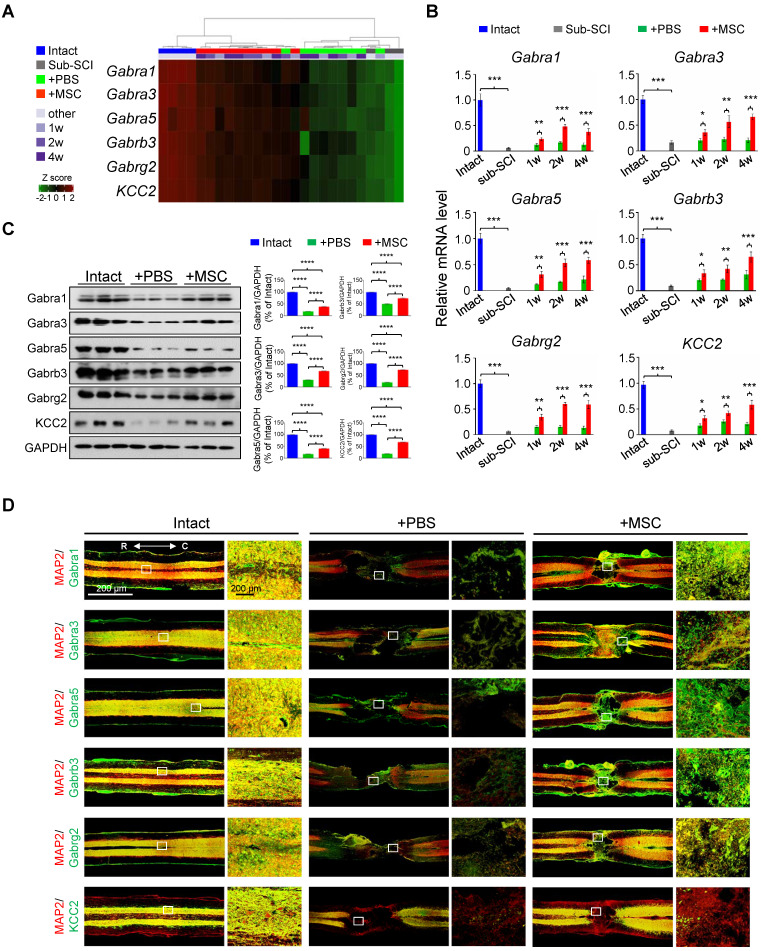
**GABA_A_R subunits are highly enriched in hUC-MSC-activated genes.** (A) Heatmap of the hierarchical clustering of the GABA_A_R subunits and KCC2 across all samples. (B) Time course of real-time PCR analysis of GABA_A_R subunits in the rat model of subacute SCI treated with or without hUC-MSCs (n = 3/group/time point). The data are presented as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001 by two-way ANOVA. (C) Left, Western blot analysis to measure the protein levels of Gabra1, Gabra3, Gabra5, Gabrb3, Gabrg2 and KCC2 in the injured rat spinal cord treated without or with hUC-MSCs at 4 wpi. GAPDH served as an internal control. Right, quantitative analyses of Western blotting (n = 3/group). Data are presented as mean ± SEM. ****p < 0.0001 by one-way ANOVA. (D) Representative IF images of coronal sections across the lesion epicenter stained for MAP2 (green), different GABA receptor subunits (red) and KCC2 (red) in indicated groups at 4 wpt. R, rostral; C, caudal. Scale bar, 200 μm. The images shown are representative of six slides from three rats of each group.

**Figure 3:**
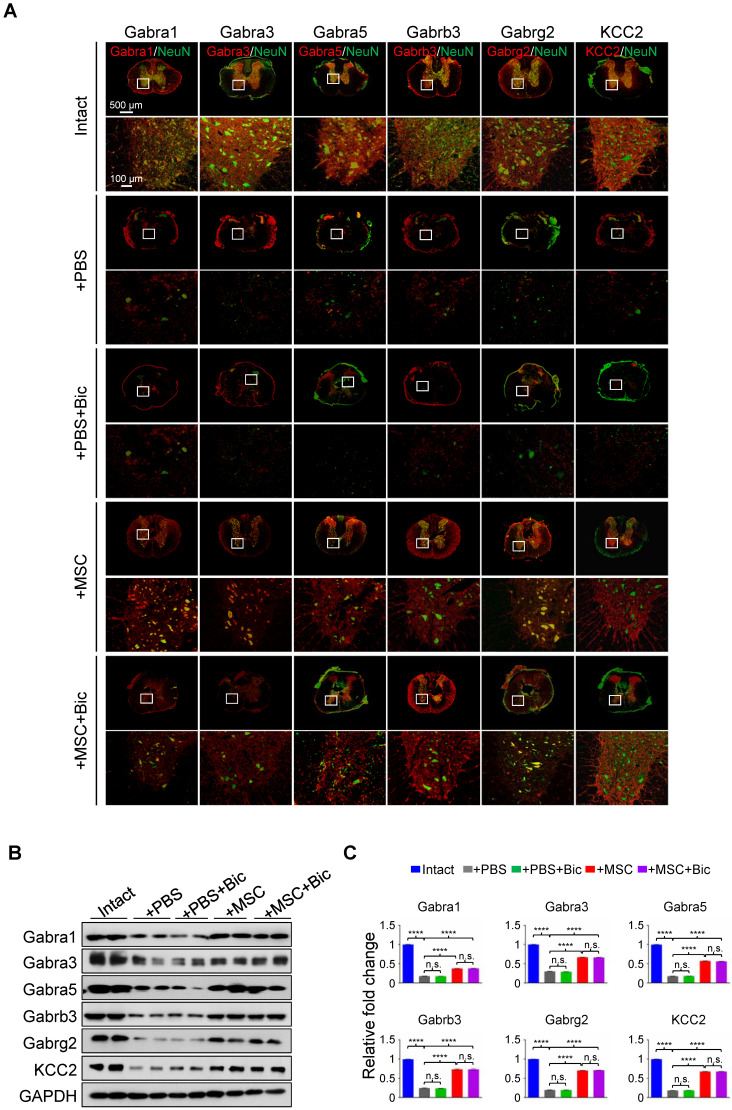

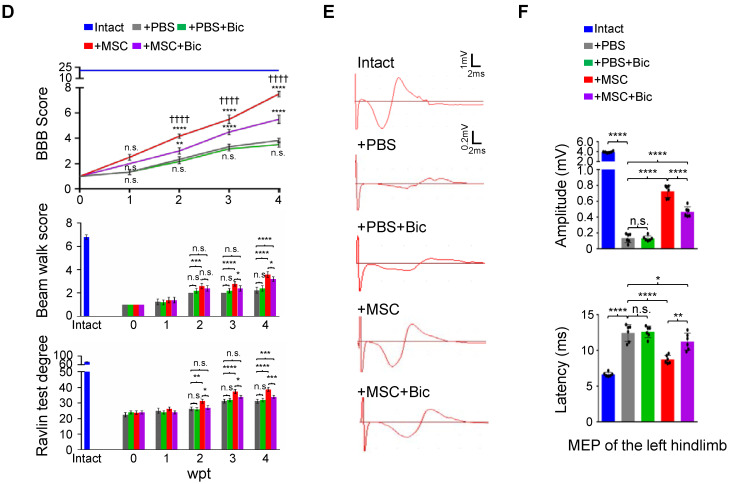
** hUC-MSC-mediated functional recovery of SCI is attenuated by bicuculline treatment.** (A) Representative IF images of transverse spinal cord sections from the Intact, +PBS, +PBS+Bic, +MSC, and +MSC+Bic groups at 4 wpt. Double immunostaining of NeuN (green) with Gabra1, Gabra3, Gabra5, Gabrb3, Gabrg2 and KCC2 (red). Bic, bicuculline. Lower panels, higher-magnification view of the white rectangle in main panels. Scale bar, 500 μm (main panels); 100 μm (lower panels). The images shown are representative of six slides from three rats of each group. (B) Western blot analyses of Gabra1, Gabra3, Gabra5, Gabrb3, Gabrg2, KCC2 and GAPDH in the lesion sites from different groups at 4 wpt. (C) Quantification of B (n = 3/group). Data are presented as mean ± SEM. n.s., not significant; ****p < 0.0001 by one-way ANOVA. (D) A series of behavioral tests to evaluate the effects of bicuculline treatment on hUC-MSC-mediated functional recovery (n = 12/group/time point). The color key is used throughout all panels. Data are presented as mean ± SEM. n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001 by two-way ANOVA. ††††*p* < 0.0001 refers to +MSC *vs.* +MSC+Bic. (E) Representative MEP recordings of rats with different treatments after SCI. (F) Quantification and statistical analyses of amplitude and latency period of MEPs (n = 6/group). The data are presented as mean ± SEM. n.s., not significant, *p < 0.05, **p < 0.01, ****p < 0.0001 by one-way ANOVA.

**Figure 4:**
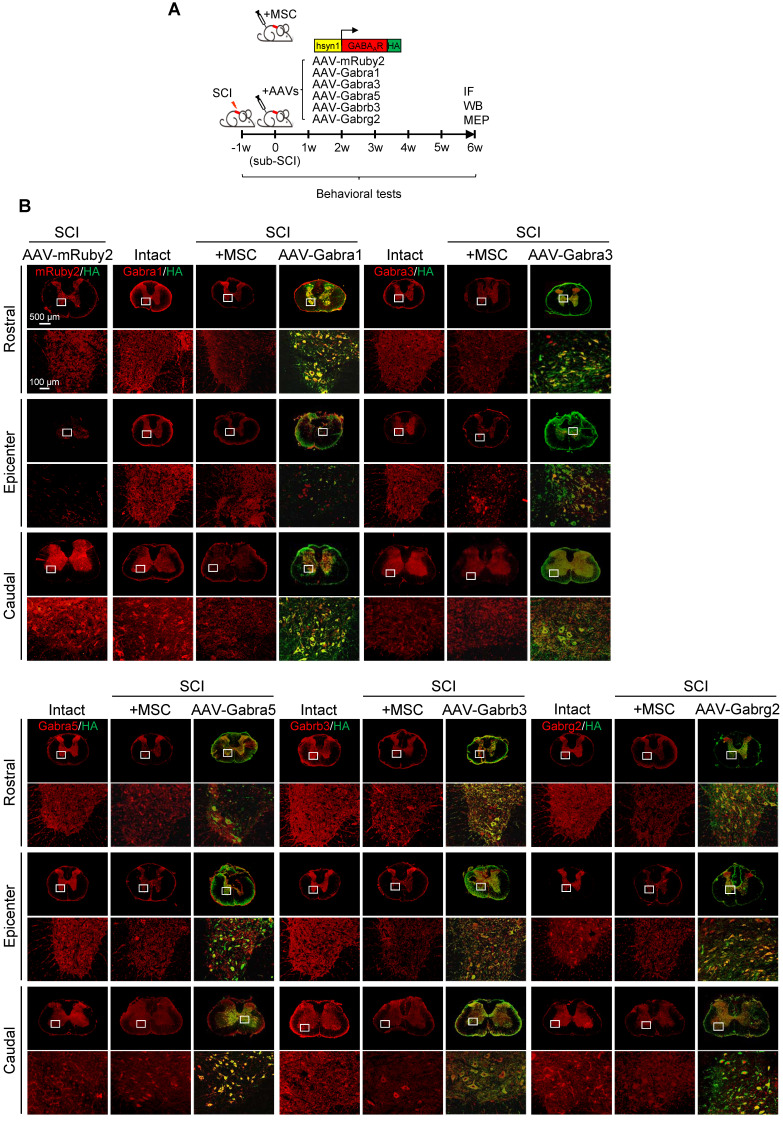

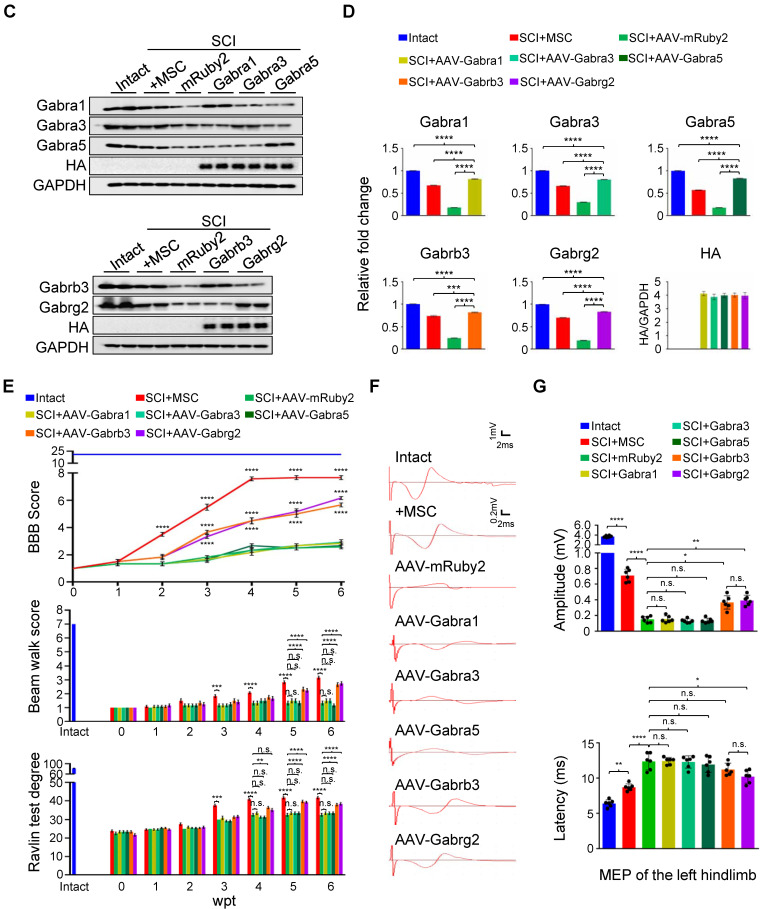
** GABA_A_R subunit-overexpressing in spinal neurons partially mimics the functional recovery mediated by hUC-MSC transplantation.** (A) Schematic for intrathecal AAV-mediated gene delivery to neurons of the injured spinal cord. (B) Representative IF images of transverse spinal cord sections co-immunostained with individual anti-GABA_A_R (red) and anti-HA (green) antibodies at T2 (Rostral), T10 (Lesion Epicenter) and L3 (Caudal) levels in rats with indicated treatments 6 weeks after injection. Lower panels, higher magnification view of the region indicated by the white rectangle in upper panels. Scale bar, 500 μm (upper panel), 100 μm (lower panel). (C) Western blot analyses of Gabra1, Gabra3, Gabra5, Gabrb3, Gabrg2, KCC2 and GAPDH in the lesion sites from different groups. (D) Quantification of C (n = 3/group). Data were presented as mean ± SEM. ****p < 0.0001 by one-way ANOVA. (E) Behavioral tests to evaluate the effects of AAV-mediated GABA_A_R subunit overexpression on functional recovery compared with hUC-MSC transplantation after SCI (n = 12/group/time point). The color key is used throughout all panels. Data are presented as mean ± SEM. n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001 between the AAV-mRuby2 and other groups by two-way ANOVA. (F) Representative MEP recordings of rats with different treatments after SCI. (G) Quantification and statistical analyses of F (n = 6/group). The data are presented as mean ± SEM. n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by one-way ANOVA.

**Figure 5:**
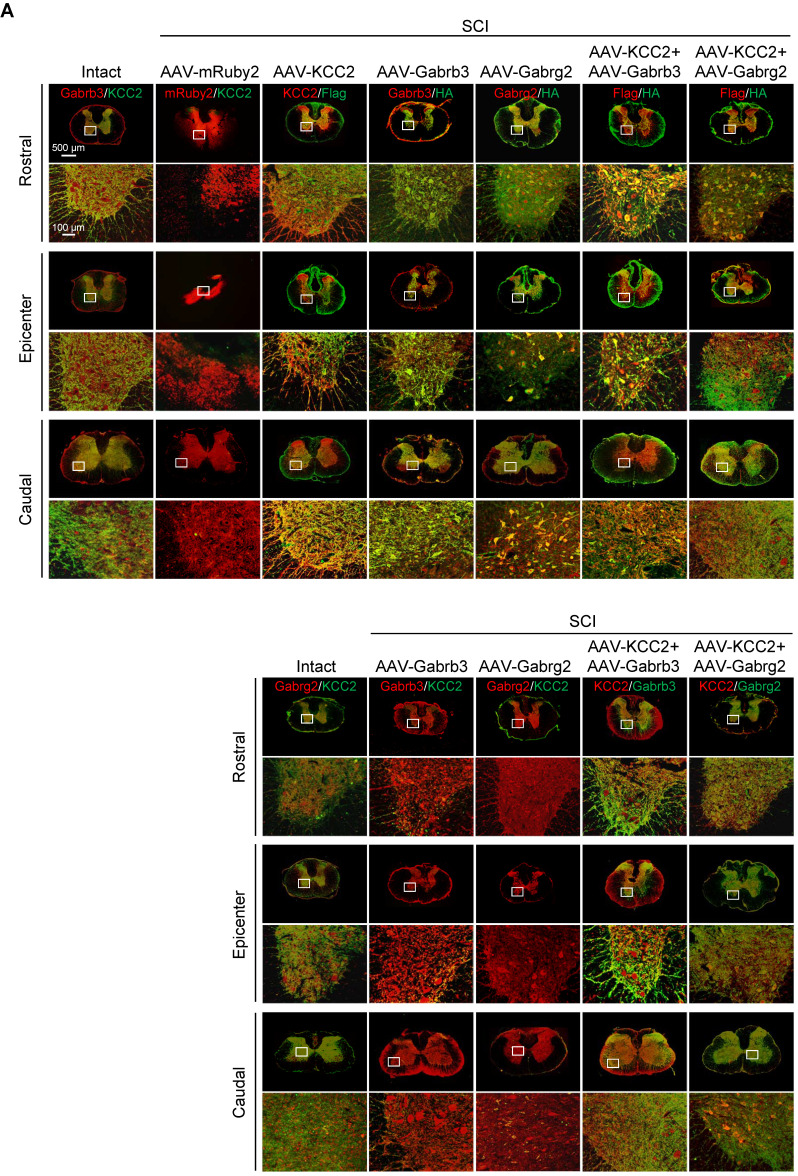

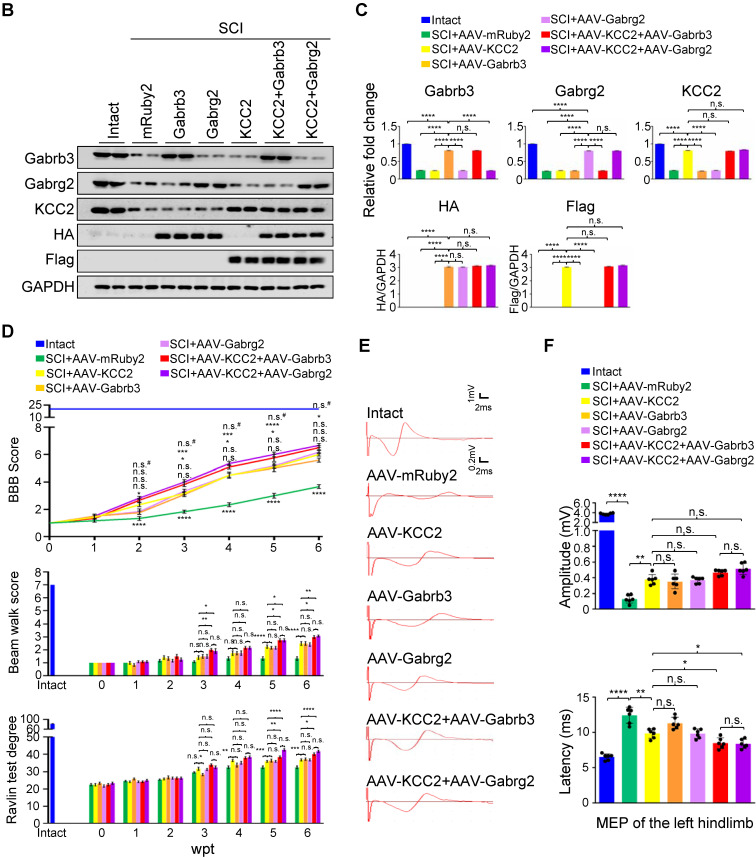
**Superior effects of the combination of GABA_A_R subunits and KCC2 on subacute SCI.** (A) Representative IF images of transverse spinal cord sections at T2 (Rostral), T10 (Lesion Epicenter) and L3 (Caudal) levels in rats with indicated treatments, immunostained with antibodies specifically targeting individual GABA_A_R, HA-tag and Flag-tag 6 weeks after injection. Lower panels, higher magnification view of the region indicated by the white rectangle in upper panels. Scale bar, 500 μm (upper panel), 100 μm (lower panel). (B) Western blot analyses of Gabrb3, Gabrg2 protein levels with protein-specific and anti-HA antibodies, and KCC2 with anti-KCC2 and anti-Flag antibodies in the lesion sites from different groups 6 weeks after injection. GAPDH served as an internal control. (C) Quantification of B (n = 3/group). The data are presented as mean ± SEM. n.s., not significant; ****p < 0.0001 by one-way ANOVA. (D) Behavioral tests to compare the effects of AAV-mediated GABA_A_R subunit overexpression alone and together with KCC2 on the functional recovery of SCI (n = 12/group/time point). The data are presented as mean ± SEM. For BBB score, n.s., not significant; *p < 0.05; ***p < 0.001, ****p < 0.0001 refers to SCI+AAV-KCC2 *vs.* other groups. n.s.^#^, not significant refers to SCI+AAV-KCC2+AAV-Gabrb3 *vs.* SCI+AAV-KCC2+AAV-Gabrg2. For Beam walk and Ravlin test, n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001, ***p < 0.0001 by two-way ANOVA. (E) Representative MEP recordings of rats with different treatments after SCI. (F) Quantification and statistical analyses of the amplitude and latency of MEPs (n = 6/group). The data are presented as mean ± SEM. n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by one-way ANOVA.

**Figure 6:**
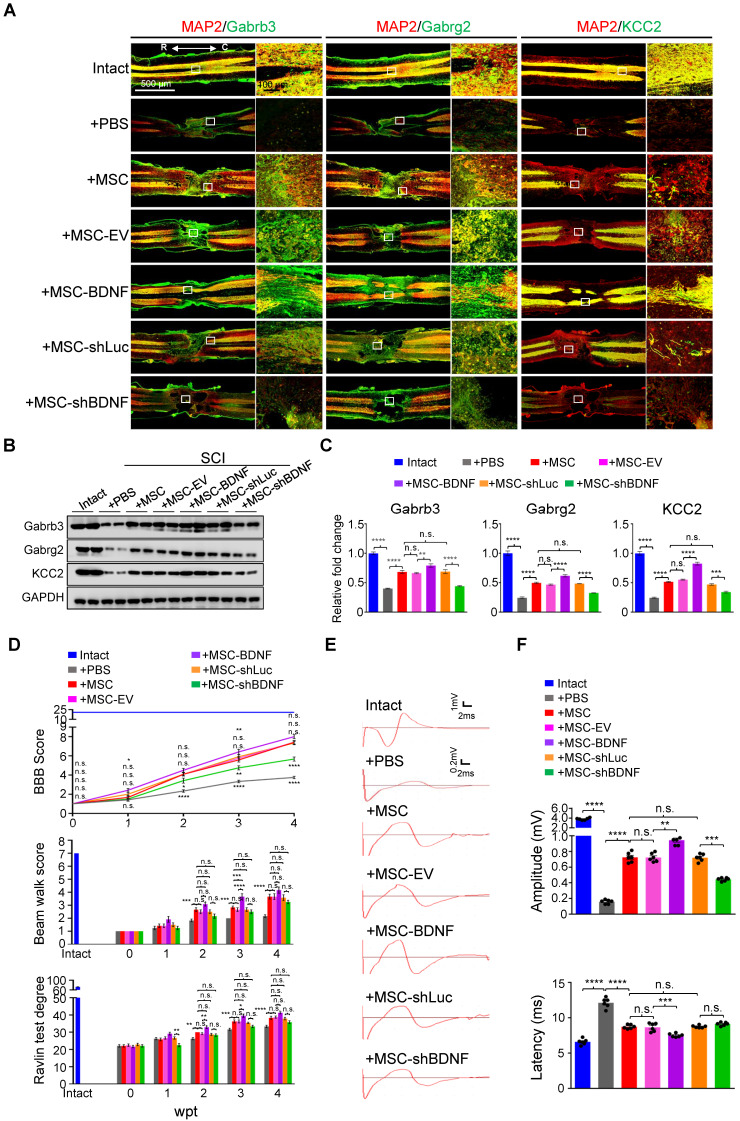
** hUC-MSCs partially rescue the SCI-induced depletion of GABA_A_R subunits through BDNF secretion *in vivo*.** (A) Representative IF images of coronal spinal cord sections around the lesion epicenter from indicated groups at 4 wpt. Double immunostaining of MAP2 (red) with Gabrb3, Gabrg2, and KCC2 (green). EV, empty vector; R, rostral; C, caudal. Right panels, higher-magnification images of the white rectangle in the left panels. Scale bar, 500 μm (left); 100 μm (right). The images shown are representative of six slides from three rats of each group. (B) Western blot analyses of Gabrb3, Gabrg2, KCC2, and GAPDH in the lesion sites from different groups at 4 wpt. (C) Quantification of B (n = 3/group). Data are presented as mean ± SEM. n.s., not significant; **p < 0.01; ***p < 0.001; ****p < 0.0001 by one-way ANOVA. (D) A series of behavioral tests to evaluate the effects of BDNF on the hUC-MSC-mediated functional recovery (n = 12/group/time point). The color key is used throughout all panels. Data are presented as mean ± SEM. n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 by two-way ANOVA. (E) Representative MEP recordings of rats from different groups at 4 wpt. (F) Quantification and statistical analyses of amplitude and latency of MEPs (n = 6/group). The data are presented as mean ± SEM. n.s., not significant; **p < 0.01; ***p < 0.001; ****p < 0.0001 by one-way ANOVA.

**Figure 7:**
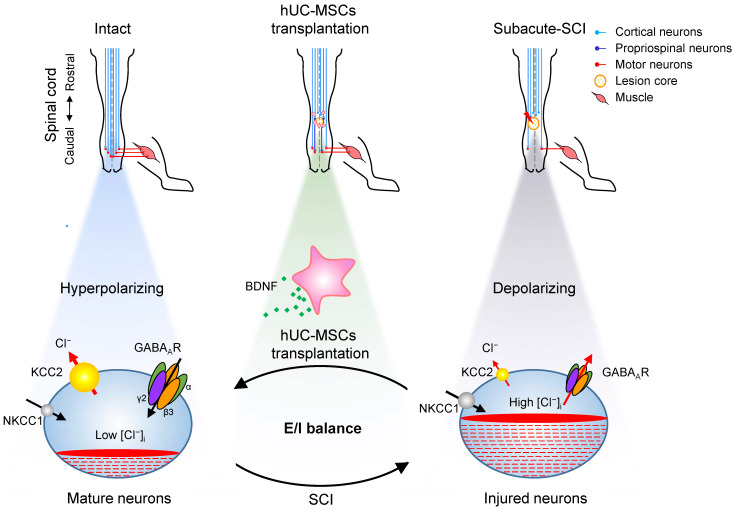
**Proposed model of hUC-MSC-mediated SCI repair through GABA_A_R- KCC2 coordination.** In the intact adult spinal cord, the low neuronal [Cl⁻]_i_ is achieved by the high expression of KCC2 and low expression of NKCC1 which enables the hyperpolarizing action of GABA through activation of GABA_A_Rs. The excitation/ inhibition (E/I) balance ensures the accurate propagation of descending inputs from the brain to hindlimb muscles through the spinal cord. SCI disrupts the E/I balance of the neuronal circuit. The decreased KCC2 in injured neurons causes developmental stage-like high neuronal [Cl⁻]_i_, resulting in an inhibitory-to-excitatory action of GABA. The integration of descending inputs into spinal circuits is compromised by the limited capacity of neuronal regeneration, resulting in hindlimb paralysis. hUC-MSC transplantation increases the expression of both GABA_A_Rs and KCC2 by BNDF secretion that promotes restoration of the E/I balance and/or neuronal survival and restores the perturbed spinal circuits to a more normal state.

## Abbreviations

A: astrocytes
AAV: adeno-associated virus
BBB: basso, beattie and bresnahan
BDNF: brain-derived neurotrophic factor
BFGF: human basic fibroblast growth factor
Bic: bicuculline
BP: biological process
CC: cellular component
CCCs: cation-chloride cotransporters
CMV: cytomegalovirus
CNS: central nervous system
DEGs: differentially expressed genes
DIV: days in vitro
DMEM: dulbecco's modified eagle's medium
DMSO: dimethylsulfoxide
EC: endothelial cells
EDTA: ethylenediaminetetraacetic acid
E/I: excitation/inhibition
EV: empty vector
FBS: fetal bovine serum
GABA_A_R: γ-aminobutyric acid type A receptor
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
GO: gene ontology
GSEA: gene set enrichment analysis
HRP: horseradish peroxidase
hSyn1: human synapsin 1
hUC-MSCs: human umbilical cord-derived mesenchymal stem cells
IF: immunofluorescence
KCC2: K^+^/Cl^-^ cotransporter 2
KEGG: Kyoto encyclopedia of genes and genomes
MAP2: microtubule-associated protein-2
MEM-NEAA: minimum essential medium-nonessential amino acid
MEPs: motor evoked potentials
MF: molecular function
MG: microglia
MOs: myelinating oligodendrocytes
nc: nitrocellulose
N: neurons
NeuN: neuronal nucleus
NKCC1: Na^+^-K^+^-2Cl⁻ cotransporter 1
PBS: phosphate buffered saline
PCA: principal component analysis
PCR: polymerase chain reaction
PMSF: phenylmethanesulfonyl fluoride
rhBDNF: recombinant human brain-derived neurotrophic factor
RIPA: radio immunoprecipitation assay
RT-qPCR: reverse transcription followed by quantitative polymerase chain reaction
SCI: spinal cord injury
SDS: sodium dodecyl sulfate
TMAX: time to maximum concentration
Tris-HCl: tris(hydroxymethyl) aminomethane-hydrogen chloride
VGCC: voltage-gated calcium channels
wpt: weeks post-transplantation

How the deposited data were processed for this re-analysis (not part of the article)

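RNA sequencing was compared among 26 libraries of rat spinal cord segments in 8 groups, Intact, sub-SCI, and +PBS and +MSC at 1, 2 and 4 wpt. Groups and replicate numbers were taken from the sample labels. The authors trimmed the reads with Trim Galore, removed reads that HISAT2 mapped to the human genome (GRCh38), aligned the others to the rat genome (Rnor6), kept proper pairs with samtools and counted them per gene with featureCounts. The values the authors deposited are raw counts per gene, without normalization, for 32883 Ensembl genes, of which 6513 had no count in any library. The paper's text names neither the annotation release nor the strand setting of the counting, so genes that overlap others on either strand, and close paralogs, are uncertain. The counts were checked to be whole numbers, and each library's own counts were checked to equal its values in the joint table. No coordinates are given, because no annotation of Rnor6 was used.

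The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 17990 genes kept by filterByExpr were normalized by TMM and fitted in 1 model with the 8 groups as levels and no covariates (glmQLFit and glmQLFTest). The p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A DEG had an absolute log2 fold change above 1 and an adjusted p under 0.01. The groups share 1 estimate of the spread, which the group of 2 libraries needs. Activated genes were DEGs lower in +PBS than in Intact and higher in +MSC than in +PBS at the same week, and repressed genes the opposite. Total counts per library lay between 19496602 and 43468509. Values well below 1 CPM rest on few reads.

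Single values per library (distance to the Intact mean over 5000 DEGs, position on the axis from sub-SCI to Intact over 6132 DEGs, and mean log2 CPM of gene lists, all with a prior count of 2) were compared by exact two-sided permutation of +MSC and +PBS within each week and over the 3 weeks together. Gene lists were tested by limma's camera and fry on log2 CPM and by one-sided Fisher's exact tests against the genes tested. The marker lists were for neurons, oligodendrocytes, astrocytes, microglia and macrophages, endothelial cells and Schwann cells, with lists of fibroblast and scar matrix genes and of inflammatory genes. The families were GABA receptor subunits, ionotropic glutamate receptor subunits, glycine receptor subunits, voltage-gated sodium and calcium channel subunits and presynaptic vesicle genes. Of 203 listed genes, 199 were in the table. Lists with fewer than 3 genes tested were not tested as sets. These were the cation-chloride cotransporters, whose 2 genes are reported singly, and the Y-linked genes, of which 1 of 5 passed the filter.

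The design, the gene lists, the alternatives and the genes to name were fixed before the data were examined, except where the text says otherwise. The genes named are those the paper names, apart from some that are not analysed here, those of the lists, and the 3 higher and 3 lower DEGs with the smallest adjusted p between sub-SCI and Intact and between +MSC and +PBS at each week. The alternatives were DESeq2 on all libraries, DESeq2 or edgeR on the 2 groups of each comparison, median-of-ratios size factors, no filter on low counts, at least 10 counts in every library, the replicate number as a block, and each library left out in turn. For the single values per library, only +MSC and +PBS libraries were left out. A term for replicate 1, and the libraries other than replicate 1, were added after the data were seen. The paper names DESeq2 without saying which libraries entered each fit. The tests were tried on simulated counts before use, with the results given beside the description of the libraries. The paper's GO, KEGG, co-expression module and GSEA gene sets were not used here. The qPCR, Western blot, immunofluorescence, behavioral and electrophysiological results were not analysed here.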

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

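Of the tests in this part, those of library depth, of the number of neurons in the tissue, of the replicate 1 libraries and of gene length within the receptor genes were chosen after the result was seen. In groups of 4 libraries, 45 sets of values were examined for a library far from the other 3, and 1 was found, where chance alone gives 2.25. It concerns +PBS-4w replicate 1. Its GABA receptor score minus neuron marker score was -6.04, against -4.41 to -4.18 in the other +PBS-4w libraries.

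The library also stood apart over all genes. The SD of its deviation from the other +PBS-4w libraries was 0.961 over 14955 genes, against 0.326 to 0.582 for the other 11 libraries in groups of 4. Its chi-square per gene against those libraries was 171 to 262, against 27.8 to 40.2 among them. Relative to their mean, 15 neuron markers had a median log2 deviation of 1.79, 14 fibroblast and scar matrix genes of -1.74, and the GABA receptor subunits ran from -3.74 to 2.70. Gabrb2 was at 0.0745 CPM, a few reads, against 1.24 to 2.58.

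Several explanations were tested. Library depth is argued against, since its total count of 28291215 lies within the range of the other libraries. Dominance by a few genes is not excluded. The 15.1% of counts in its 20 most abundant genes lay below Intact replicate 1 (16.26%), but above the other +PBS-4w libraries (12.31% to 13.12%). It had counts for 19670 genes, against 20182 to 20703 in those libraries. More neurons in the tissue taken remain open. The higher neuron markers go with it, but the receptor genes did not shift alike. The SD of the deviation over the 17 receptor genes with a mean log2 CPM above 0 was 1.59, against 0.205 to 0.736 in the other 11 libraries in groups of 4. Receptor genes of other cell types would also move apart, so this spread does not decide. The other neuronal lists were split. The median deviation was 1.05 for the presynaptic vesicle genes, near that of the neuron markers in direction. It was 0.28 for the ionotropic glutamate receptor subunits, 0.05 for the sodium and calcium channel subunits and -0.79 for the glycine receptor subunits. Gene length remains open over all genes. The deviation correlated with gene length at a Spearman rho of -0.36 across genes, which are not independent replicates, against -0.162 to 0.265 for the other libraries. The positive values of the other +PBS-4w libraries include this library in their reference. In the replicate 1 library of each of the other 7 groups, compared with the rest of its group, rho was also negative, at -0.305 to -0.0615. The receptor genes did not follow that trend. Across the 20 genes rho was 0.376 (permutation test, p = 0.104, bootstrap 95% interval -0.0576 to 0.688), and Pearson's r was 0.348 (permutation test, p = 0.132) or 0.306 without the 2 genes of most extreme length. The replicate 1 libraries of the groups other than +PBS-2w shared a deviation, which covers part of the pattern. The deviation of this library correlated at 0.477 with their mean deviation in the 7 other groups. With that part taken out the SD was 0.845, still above the 0.582 of the other libraries, which argues against a batch of the replicate 1 libraries as the whole explanation. GC content, RNA quality, the position of the segment and a labelling error were not tested, nor was a biological difference of this rat.

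The library bears on the calls at 4 wpt, as given beside the counts of DEGs. Without it, 481 genes were activated at 4 wpt. They included 81 of the 88 genes called with all libraries and 143 of the 228 that DESeq2 called on the 2 groups.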

How the results depend on the processing

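The DEG counts between injured and Intact libraries stayed within 1.5 times of the values given in the text under each alternative run, except that DESeq2 on the 2 groups gave 1638 genes lower in +PBS-2w in place of 1019, and 1541 with a term for replicate 1. The counts between +MSC and +PBS did not. DESeq2 on all libraries gave 30 higher and 40 lower genes at 1 wpt, 3 and 22 at 2 wpt, and 292 and 12 at 4 wpt. Its activated genes numbered 27, 3 and 284 (295 in all) and its repressed genes 39, 16 and 12 (66 in all). DESeq2 on the 2 groups gave 231 and 114, 80 and 340, and 234 and 17 DEGs, with 225, 59 and 228 activated (429 in all) and 107, 174 and 16 repressed genes (277 in all). EdgeR on the 2 groups gave 0 lower genes at 1 wpt and 0 higher genes at 4 wpt, hence 0 activated and 0 repressed genes, and 51 higher and 184 lower genes in +PBS-4w against sub-SCI in place of 770 and 555. The cause was not tested.

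The labels give the groups the same replicate numbers. With the replicate block, the lower and the repressed genes at 1 wpt numbered 4 in place of 2, which made 4 repressed genes in all, and no other count moved by over 1.5 times. The median correlation of deviations was 0.0579 for libraries of the same number and -0.0255 for others, and over 0.1 for 38.75% and 14.95% of the pairs. In no comparison reported was every pair over 0.1, so the numbers were not taken as pairs, but the replicate 1 libraries of the groups other than +PBS-2w deviated together. Fits for this were added after the data were seen. With replicate 1 against the others as a replicate block in edgeR, 3 genes were lower and repressed at 1 wpt, 112 were higher and 111 activated at 4 wpt, 28 gene list tests passed in place of 29, and no count moved by over 1.5 times. Among the libraries other than replicate 1 edgeR gave 112 higher and 6 lower genes at 4 wpt, with 109 activated and 5 repressed, of which 22 activated genes were among those called with all libraries. At 2 wpt, where 1 +PBS library is left among them, the distance was -7.66, the position on the axis 0.0932, the receptor score 0.26, the neuron score 0.25 and the receptor score minus the neuron score 0.01 (0.0147), against -30.6, 0.217, 0.67, 0.85 and -0.18 with all libraries. The last was -0.85 at 4 wpt, and -0.56 over 1 and 4 wpt (exact permutation p = 0.0333). With the same replicate block in DESeq2 on the 2 groups there were 277 higher and 117 lower genes at 1 wpt, 69 and 331 at 2 wpt, and 503 and 149 at 4 wpt. Its activated genes numbered 267, 46 and 491 (580 in all) and its repressed genes 110, 241 and 144 (406 in all). The alternatives on TPM values were not run, because the values analysed are counts.

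Of the gene lists, 29 of 39 tests passed by camera, 16 by fry and 0 with an estimated correlation. Lists over-represented among reversed genes numbered 1 with edgeR's calls, 4 with DESeq2 on all libraries and 6 with DESeq2 on the 2 groups, the last added after the data were seen. Genes whose +MSC effect differed between weeks numbered 0, and 3 with DESeq2. The cause was not tested.

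The weekly ranges here are over the libraries of the groups compared, each left out in turn. The DEGs at 1 wpt ran from 0 to 0 higher and from 0 to 2 lower, and those at 4 wpt from 3 to 484 higher (3 without +MSC-4w replicate 1 or +PBS-4w replicate 2, 484 without +PBS-4w replicate 1) and from 0 to 46 lower (46 without +PBS-4w replicate 1). The higher genes at 4 wpt also numbered 32 and 25 without +MSC-4w replicates 2 and 4, and 43 and 41 without +PBS-4w replicates 3 and 4. Activated genes at 4 wpt numbered 49, 40, 53 and 54 without Intact replicates 1 to 4. Activated genes ran from 3 to 481 at 4 wpt and in all, and repressed genes from 0 to 2 at 1 wpt, from 0 to 43 at 4 wpt and from 0 to 46 in all, with the highest values at 4 wpt and in all without +PBS-4w replicate 1. Leaving out a library of another group also moved the repressed genes at 1 wpt, to as many as 5 without either +PBS-2w library. In +PBS-4w against sub-SCI the range was 354 (without sub-SCI replicate 3) to 1007 (without +PBS-4w replicate 1) higher and 361 (without sub-SCI replicate 3) to 593 lower genes. Fewer libraries also lower the power of each fit.

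For the values per library, each +MSC or +PBS library was left out in turn, and no Intact or sub-SCI library was. The distance to Intact, the position on the injury axis and the GABA receptor and neuron scores over the 3 weeks kept their direction. This held in these fits and under each alternative run. Their exact permutation p stayed under 0.05 wherever it could be computed. Without either +PBS-2w library 1 is left in that group and no p was computed. The receptor score minus the neuron score ran from -0.46 to -0.24, with an exact permutation p of 0.00257 without +PBS-4w replicate 1 and of up to 0.194 otherwise. At 2 wpt the distance ran from -45.7 to -15.6 (without +PBS-2w replicate 2 and replicate 1), the axis from 0.125 to 0.308 and the receptor score from 0.36 to 0.98, in the opposite order of those replicates. At 4 wpt the axis ran from 0.166 to 0.243 (exact p of at most 0.0571), the neuron score from 1.00 to 1.55 (exact p of 0.0286 without +PBS-4w replicate 1) and the difference of the scores from -0.83 (exact p of 0.0286, without the same library) to -0.20.

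Of 581 log2 fold changes of single genes under the alternatives, 537 kept their direction and side of the thresholds, 29 came to pass them, 2 no longer did and 13 changed sign. The 2 were Tubb3 in sub-SCI against Intact, with an adjusted p of 0.0108 without Intact replicate 2 and 0.0272 without sub-SCI replicate 3 (edgeR's test). Of those that changed sign, Slc12a2 at 4 wpt, at -0.00 in +MSC against +PBS, was 0.00 (0.00186) with DESeq2, 0.01 (0.00925) with DESeq2 on the 2 groups, 0.01 (0.00849) with edgeR on the 2 groups, 0.00 (0.00219) with median-of-ratios factors, 0.02 (0.0198) without a filter, 0.00 (0.00481) with the replicate block, 0.00 (0.00271) with replicate 1 against the others as the block and 0.02 (0.0151) with the latter in DESeq2 on the 2 groups. Without single libraries it ran from -0.10 to 0.07, and was 0.07 (0.0734) without +MSC-4w replicate 2, 0.06 without +PBS-4w replicate 2 and 0.00 (0.00456) without +PBS-4w replicate 3. At 2 wpt Slc12a2 ran from -0.17 (without +PBS-2w replicate 1) to 0.44 (without replicate 2), and Bdnf, at -0.57 with all libraries, from -1.05 (without replicate 1) to 0.17 (without replicate 2).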

Differences from the paper's values

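In this part a gap is called closed where the value came within 1.5 times of the paper's, so a difference can remain. The paper's activated genes number 224, 61 and 227 at 1, 2 and 4 wpt and 429 in all. EdgeR with all libraries gave 0, 0, 88 and 88. The paper's repressed genes number 107, 173 and 16 and 275 in all, against 2, 0, 0 and 2 here. The paper's reversed genes number 704, of which the paper gives 60.9% as activated and 39.1% as repressed, against 90 genes, 97.8% and 2.22% here. Of the alternatives set before the data were examined, DESeq2 on the 2 groups of each comparison closed the gap in every one of these values, with 225, 59, 228 and 429 activated genes, 107, 174, 16 and 277 repressed genes, and 706 reversed genes, 60.8% and 39.2%. DESeq2 on all libraries closed it in this sense for the activated genes (284) and the repressed genes (12) at 4 wpt. It also came within 1.5 times for the activated genes in all and the activated share. These still differed, at 295 against 429 genes and 81.7% against 60.9%. It did not close the gap for the others. EdgeR on the 2 groups, median-of-ratios factors, no filter, at least 10 counts in every library and the replicate block closed it for none of them. EdgeR on the 2 groups left no reversed gene, so no share could be given. DESeq2 on the 2 groups with a term for replicate 1, chosen after the values were seen, gave 267, 46, 491 and 580 activated genes. Its repressed genes numbered 110, 241, 144 and 406, and its reversed genes 986 (58.8% and 41.2%). All of these but the activated and the repressed genes at 4 wpt came within 1.5 times of the paper's values. The 986 reversed genes still exceeded the paper's 704.

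The paper's number of GABA receptor subunit genes among the activated genes is 12, against 1 here (Gabbr2). None of the alternatives set before the data were examined closed this gap. DESeq2 on the 2 groups gave 6, DESeq2 on all libraries 2, and DESeq2 on the 2 groups with a term for replicate 1, chosen after the values were seen, 7. Among the subunits that the paper names as activated, only some are analysed here. Of these, DESeq2 on the 2 groups, with or without that term, and edgeR without +PBS-4w replicate 1 called Gabra3 and Gabra5, and DESeq2 on all libraries called neither. None of the settings run called Gabrb2. Slc12a5, which the paper also names as activated, had an adjusted p of 0.0365 at 4 wpt in edgeR's test with all libraries. It was called by both DESeq2 alternatives, by DESeq2 on the 2 groups with that term and by edgeR without +PBS-4w replicate 1.

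The DEGs lower in +PBS-2w and not activated number about 1600 in Fig. 1B, read by eye, against 1019 here. DESeq2 on all libraries (1448), DESeq2 on the 2 groups (1579), edgeR on the 2 groups (1399) and the replicate block (1343) closed this gap, as did, chosen after the values were seen, a term for replicate 1 in edgeR (1322) and in DESeq2 on the 2 groups (1495), and the other alternatives did not. The DEGs higher in +MSC and not activated number about 5, about 21 and about 5 at 1, 2 and 4 wpt in Fig. 1B, read by eye, against 0, 0 and 1 here. The DEGs lower in +MSC and not repressed number about 7, about 160 and about 1 in Fig. 1B, read by eye, against 0, 0 and 0 here. DESeq2 on the 2 groups closed the gap in all 6, with 6, 21 and 6 higher genes and 7, 166 and 1 lower genes, and no other alternative set before the data were examined closed it in any of them. With a term for replicate 1, chosen after the values were seen, DESeq2 on the 2 groups closed it for the higher genes at 2 wpt (23) and the lower genes at 1 wpt (7).

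The paper's clustering on reversed genes places all +MSC-2w libraries and a single +MSC-4w library with the Intact group. Here, at 2 clusters all 10 +MSC libraries joined Intact, and at 4 clusters none did. The paper ties astrocyte genes to the repressed genes. The astrocyte markers listed here were higher in +MSC at 1 wpt, with a median log2 fold change of 0.45 and 11 of 12 genes higher. Of these markers 0 was among the repressed genes under edgeR or either DESeq2 alternative. Only 1 of the 12 was a DEG raised by injury, and the count expected among such genes was at most 0.0915. The count of 0 therefore decides nothing. The paper ties genes of myelinating oligodendrocytes to the activated genes. Of the 12 oligodendrocyte markers 0 was among the activated genes under edgeR or either DESeq2 alternative. Among the genes lowered by injury, 0.245 was expected with edgeR, 0.808 with DESeq2 on all libraries and 1.19 with DESeq2 on the 2 groups. This count of 0 is thus uninformative too, and the paper used cell-type expression profiles in place of short lists. The paper's methods give 2 libraries for +MSC-2w, and the labels give 3, with 2 for +PBS-2w.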

Other observations

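Of the tests in this part, those of whether +MSC-2w replicates 2 and 3 are a single library, of thinned counts and of the replicate 1 libraries were chosen after the result was seen.

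Whether the rise of the GABA receptor genes in +MSC is specific to them was examined as a hypothesis. Sequencing depth is argued against by thinned counts. With every library thinned to 19496602 counts, the receptor score was still higher in +MSC by 0.75, 0.70 and 0.81 at 1, 2 and 4 wpt (exact permutation over the weeks, p = 7.14e-05), against 0.78, 0.67 and 0.82 with all counts. Gene length and expression level are argued against by random lists matched on both, since the median of the receptor genes lay at percentile 100 of 10000 lists at each week. A change of all neuronal RNA remains open. The receptor score did not rise more than the neuron marker score (exact permutation p = 0.0931), and its mean change was smaller by 0.32 on the log2 scale, where the difference is -0.32. Without +PBS-4w replicate 1 the difference was -0.46 (exact permutation p = 0.00257). The receptor score minus the neuron score was itself lower in Intact than in sub-SCI. It was -5.43 ± 0.126 (SD, n = 4) in Intact and -4.66 ± 0.485 (SD, n = 3) in sub-SCI. A move toward Intact thus lowers it, and its fall in +MSC does not show that the receptor genes lag behind the neuron markers. A return shared by all genes lowered by injury also remains open. Among 10000 lists matched on the sub-SCI against Intact change and on mean expression, the receptor genes lay at percentile 63.4, 24.7 and 85.0 at 1, 2 and 4 wpt. The bulk tissue data are therefore consistent with receptor genes that move with other neuronal genes, which may reflect more surviving neurons, more RNA per neuron or a different part of the segment, and these were not told apart by any test here.

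Genes raised in +MSC were mostly genes lowered by injury. Across genes, which are not independent replicates, the log2 fold changes of +MSC against +PBS and of +PBS against Intact correlated at -0.747, -0.646 and -0.698 at 1, 2 and 4 wpt. The 2 comparisons share the +PBS libraries, which alone gives a negative value. In 20 simulations in which +MSC had the +PBS means, the median correlations were -0.161, -0.245 and -0.148 and the lowest -0.177, -0.264 and -0.167, so the shared libraries do not account for the whole of it. With sub-SCI against Intact, which shares no library, the correlations were -0.665, -0.477 and -0.524. Of the genes higher in +MSC at an unadjusted p under 0.05, 99.3%, 98.6% and 98.6% were lower in +PBS than in Intact, against simulated medians of 61.8%, 70.3% and 60.7%.

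Other splits of the same libraries were fitted to see how often they give as many calls. The real split was the only 1 of 35 with as many DEGs for sub-SCI, +PBS-1w and +PBS-4w against Intact, for +PBS-4w against sub-SCI and for +MSC-4w against +PBS-4w, and the only 1 of 35 with as many activated genes at 4 wpt. The largest count in another split was 2462, 1704, 286, 1045 and 1 DEGs, in that order. For +MSC-1w against +PBS-1w the real split was 1 of 10 with as many DEGs under edgeR, under DESeq2 on the 2 groups (345 against at most 9) and for the gene lists (12 against at most 10), and 10 splits cannot give a share under 5%. At 4 wpt, 10 of 35 splits gave as many gene lists as the real one, adjusted within the week. With DESeq2 on the 2 groups, 2 of 35 splits gave as many DEGs at 4 wpt. The real split gave 251, and the split that put +PBS-4w replicate 1 with +MSC-4w replicates 1, 3 and 4, and hence both replicate 1 libraries on one side, gave 567. With a term for replicate 1 the real split gave 503 higher and 149 lower genes in DESeq2 on the 2 groups. The gene list counts at 4 wpt and DESeq2's count at 4 wpt may thus arise from other groupings of the same libraries. At 2 wpt, DESeq2 on the 2 groups gave 420 DEGs for the real split and 260 for the split that set +MSC-2w replicates 2 and 3 against the other 3 libraries.

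The replicate 1 libraries deviated together in 7 of the 8 groups, and that of +PBS-2w did so at most in part. The median correlation of their deviations from the group means was 0.171 over 28 pairs of groups, against 0.00994 for replicate 2 and 0.0639 for replicate 3, and it was over 0.1 in 18 of the 28. None of those 18 involved +PBS-2w, whose 7 correlations ran from -0.154 to 0.0237, and its deviation correlated at -0.178 with the mean of the others. Of 505 genes highest in replicate 1 of the 7 other groups, 66.7% were higher in its replicate 1 than in its replicate 2, against 50.2% of all genes, and of 196 genes lowest there 41.3% were lower, against 49.6%. A term for replicate 1 in edgeR's model had an adjusted p under 0.05 for 2399 genes, of which 1549 were higher. A term for replicate 2 or 3 had it for 0 genes, with 1135 and 1704 at an unadjusted p under 0.05. Eno2, a listed neuron marker singled out after its values were seen, was highest in replicate 1 of every group, with 32.9 CPM against 7.56 to 9.27 in Intact and 9.73 against 1.66 to 1.97 in +PBS-4w. The sample labels name no batch, so its origin was not tested. These libraries may have been prepared or sequenced apart from the others, or come from rats operated on at another time. Each group holds 1 of them, so the groups can be compared without them. Among the other libraries the receptor score was higher in +MSC by 0.76 over 1 and 4 wpt (exact permutation p = 0.0167, the smallest possible), which argues against this batch as the source of the rise at those weeks. At 2 wpt it was higher by 0.26, against 0.67 with all libraries, and the batch remains open there because 1 +PBS-2w library is left. The smaller value at 2 wpt does not decide on the batch, since the evidence on the +PBS-2w library left out was mixed. Its deviation over all genes correlated at -0.178 with the mean of the others. Grcc10, another gene highest in replicate 1 of every group, was at 2.79 CPM in that library against 0.187 in +PBS-2w replicate 2. The receptor score minus the neuron score changed among them by -0.56 over 1 and 4 wpt (exact permutation p = 0.0333).

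The counts of +MSC-2w replicates 2 and 3 lay closer together than those of any other pair of replicates, with a chi-square per gene of 5.94 against 13.9 for the next closest pair. A single library given under both labels would give about 1, which argues against that explanation. The libraries may share an animal or a preparation, which was not tested, and they were kept as 2.

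In edgeR's tests no gene had an effect of +MSC that differed between weeks. In these tests of the difference at an adjusted p under 0.05, 0 genes passed for 2 against 1, 4 against 1 and 4 against 2 wpt, with 480, 702 and 413 genes at an unadjusted p under 0.05. DESeq2 on all libraries found 1, 2 and 0 genes. The larger number of edgeR's calls at 4 wpt than at 1 or 2 wpt is therefore not shown to be a difference between weeks.

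Injured cords changed without cells. In +PBS-4w against sub-SCI, 770 genes were higher and 555 lower, a comparison the paper does not report. On the axis from sub-SCI to Intact, +PBS-4w stood at 0.337.

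Slc12a2, the gene of NKCC1, changed in +MSC against +PBS by log2 fold changes of 0.30, 0.10 and -0.00 at 1, 2 and 4 wpt (adjusted p = 0.287, 0.862 and 0.993, edgeR's test), and Bdnf by 0.95, -0.57 and 1.04 (adjusted p = 0.269, 0.67 and 0.122, edgeR's test). Human reads had been removed, so these are values of rat Bdnf RNA. They do not measure BDNF secreted by the human cells, which the paper's mechanism concerns. Map2, Rbfox3 and Tubb3, which the paper uses as neuronal markers, rose at 4 wpt by 1.06, 1.46 and 0.96 (adjusted p = 0.0124, 0.0167 and 0.149, edgeR's test). DESeq2 called Map2 and Rbfox3 at 4 wpt on all libraries (adjusted p = 0.000488 and 0.0007) and on the 2 groups (adjusted p = 7.94e-07 and 0.00198). EdgeR with a term for replicate 1 called Rbfox3 (adjusted p = 0.00845), and without +PBS-4w replicate 1 it called Map2, Rbfox3 and Tubb3 (adjusted p = 0.00749, 0.00386 and 0.00447). With single libraries left out, the log2 fold change of Tubb3 ran from 0.76 to 1.62 at 4 wpt and that of Bdnf from 0.56 (without +MSC-4w replicate 1) to 1.23.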
